# Post-transcriptional 3´-UTR cleavage of mRNA transcripts generates thousands of stable uncapped autonomous RNA fragments

**DOI:** 10.1038/s41467-017-02099-7

**Published:** 2017-12-11

**Authors:** Yuval Malka, Avital Steiman-Shimony, Eran Rosenthal, Liron Argaman, Leonor Cohen-Daniel, Eliran Arbib, Hanah Margalit, Tommy Kaplan, Michael Berger

## Abstract

The majority of mammalian genes contain one or more alternative polyadenylation sites. Choice of polyadenylation sites was suggested as one of the underlying mechanisms for generating longer/shorter transcript isoforms. Here, we demonstrate that mature mRNA transcripts can undergo additional cleavage and polyadenylation at a proximal internal site in the 3′-UTR, resulting in two stable, autonomous, RNA fragments: a coding sequence with a shorter 3′-UTR (body) and an uncapped 3′-UTR sequence downstream of the cleavage point (tail). Analyses of the human transcriptome has revealed thousands of such cleavage positions, suggesting a widespread post-transcriptional phenomenon producing thousands of stable 3′-UTR RNA tails that exist alongside their transcripts of origin. By analyzing the impact of microRNAs, we observed a significantly stronger effect for microRNA regulation at the body compared to the tail fragments. Our findings open a variety of future research prospects and call for a new perspective on 3′-UTR-dependent gene regulation.

## Abstract (web summary)

Most mammalian genes contain alternative polyadenylation sites. Here, the authors provide evidence that mRNA can be cleaved post-transcriptionally to generate mRNAs with shorter 3-´UTRs and stable autonomous uncapped 3´-UTR sequences.

## Introduction

The majority of mammalian genes undergo alternative polyadenylation (APA) in the nucleus to generate RNA isoforms with shorter 3′-UTRs. Accumulation of transcripts with short 3′-UTRs is widespread across tissues and is positively correlated with cell proliferation^1^, membrane protein localization^2^, and several diseases including cancer^3–6^.

3′-UTRs serve as major docking platforms for regulatory proteins and RNAs, including microRNAs (miRNAs). Hence, it was initially assumed that APA increases the stability of the mRNAs and thus increases protein output^7^. However, recent studies have demonstrated that the choice of APA sites has minimal effects on stability and translational efficiency^8, 9^. Thus, the functional significance of this regulation has remained poorly understood.

Recent results showed that mRNAs from defined neuron populations exhibit widespread unbalanced expression of cognate 3′-UTRs relative to respective upstream coding sequences (CDSs)^10^. The presence of a capped 3′-UTR transcript separately from its associated CDS has also been documented by Mercer et al.^11^ for some genes in humans, mice, and flies. Despite the potential high impact of these results on the current understanding of the transcriptome, no large-scale study of this phenomenon has been yet undertaken.

In this study, we show that thousands of mature poly(A) mRNA transcripts could often be cleaved post-transcriptionally into two fragments: a “body” unit found upstream of the cleavage site and a downstream uncapped “tail” unit. By re-annotating the human transcriptome for novel cleavage positions, we show stronger regulatory effects by miRNA sites in the body fragment compared to 3′-UTR sites downstream of the cleavage point.

## Results

### 3′-UTR cleavage results in autonomous uncapped RNA fragments

To systematically elucidate the process of 3′-UTR shortening, we turned to analyze published mRNA sequencing (RNA-seq) data from naive mouse T cells, where 3′-UTR shortening is widespread and associated with the transition of the cells from the naive to activated state^7^. Manual examination of RNA-seq data^12^ revealed many genes with a distinctive gap in their read coverage along the 3′-UTR, adjacent to known APA sites^13^ (Fig. 1a and Supplementary Fig. 1). Moreover, these gaps were also frequently observed in published RNA-seq data from other tissues and cells^14, 15^ (Fig. 1a and Supplementary Fig. 2a–o). These gaps are characterized by unbalanced coverage of sequenced reads at their two sides, especially in brain tissue, suggesting that the gap may represent a cleavage site that divides the transcript into two independent fragments with different expression patterns. For example, Fig. 1a illustrates the RNA-seq read coverage in brain tissue for three genes: *Ssr1* presents higher read coverage downstream of the gap site; *Bcl2* shows higher read coverage upstream of the gap site; and *Rab2a* demonstrates a similar coverage on either side.

**Fig. 1:**
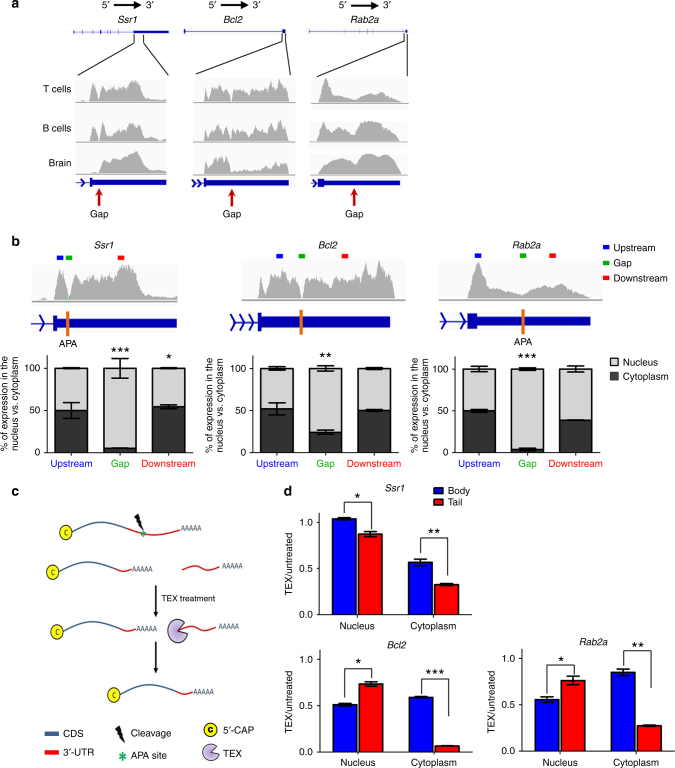
Cleavage of 3′-UTR regions results in autonomous uncapped RNA fragments. **a** RNA-seq read coverage (*y*-axis) for *Ssr1*, *Bcl2*, and *Rab2a* in mouse T cells^12^, B cells^14^, and brain tissue^15^, demonstrating a gap in read coverage (marked by arrows) at 3′-UTRs, as well as uneven levels of RNA upstream and downstream of the gap site. **b** Three sets of primers were used per gene for qRT-PCR amplification: upstream (blue rectangle), downstream (red), and across the RNA-seq coverage gap (green). Bar plots (bottom) visualize the relative percentage of cytoplasmic (black) and nuclear (gray) expression of each amplicon out of its total (cytoplasm+nuclear) expression. **c** A model for post-transcriptional processing of mRNA: mRNA is cleaved at an APA site, resulting in a capped “body” and an uncapped 3′-UTR “tail,” sensitive to terminator 5′-phosphate-dependent exonuclease (TEX) treatment. **d** qRT-PCR analysis shows cytoplasmic degradation of the “tail” unit (in red) compared to the “body” unit (in blue) following TEX treatment. *p < 0.05, **p < 0.01 and ***p < 0.001 (two-tailed Student’s *t*-test). Results are representative of three independent experiments (**b**, **d**). Error bars = s.d.

To determine whether the observed gap represents an authentic cleavage within the transcript, we used quantitative real-time PCR (qRT-PCR) to compare the relative expression levels of the regions upstream, downstream, and across the gap of *Ssr1*, *Bcl2*, and *Rab2a* genes. Initially, total RNA extraction showed no substantial or minor change of expression between the three amplicons (Supplementary Fig. 3). However, comparison of the relative expression of each region (upstream, downstream, and across the gap) between the cytoplasm and the nucleus, showed a significant decrease of the amplicons corresponding to the gap region in the cytoplasm, while the upstream and downstream amplicons demonstrated similar expression levels (Fig. 1b). These results indicate that in the cytoplasm most of the observed transcripts are assembled from two independent RNA fragments, while in the nucleus these transcripts seem to originate from one long transcript. In addition, these results complement the mRNA-seq results by demonstrating that the gap region indeed represents a cleavage point.

These findings support a model by which some transcripts could be cleaved at APA sites post-transcriptionally, resulting in two autonomous RNA molecules. We therefore hypothesized that the downstream fragment should be uncapped at its 5′ end (Fig. 1c). To test this hypothesis, RNA extracts from both the nucleus and cytoplasm were treated with terminator 5′-phosphate-dependent exonuclease (TEX) that degrades uncapped RNA molecules. We then used qRT-PCR to quantify the levels of corresponding upstream and downstream fragments. As Fig. 1d shows, TEX treatment of RNA results in a sharp decrease in cytoplasmic levels of the fragments downstream of the putative cleavage point (compared to their “body” fragment) with limited changes in the nucleus (*p* > 0.01). To further substantiate these results we performed Northern blot analysis on Actb transcript (a highly expressed gene with high mRNA-seq coverage and a substantial gap at the 3′-UTR) using probes for either the gene body or the tail (Supplementary Fig. 4a, b). Analysis using a body probe indicates that most Actb copies are found in the short (cleaved) form and only a few copies in the canonical (uncleaved) form. Both isoforms are TEX-insensitive. Conversely, the tail probes identified both the canonical and tail fragments in untreated RNA, with only the former present following TEX treatment. Overall, the results of the qRT-PCR and Northern blot experiments following TEX treatment indicate that mRNA can be cleaved at 3′-UTR into (1) the gene body, containing the CDS with a shortened 3′-UTR and (2) one or more cleaved fragments, containing the downstream “tails” of the canonical transcript. These tail fragments are sensitive to TEX treatment, indicating they are uncapped. Importantly, we observe higher sensitivity of the tail fragments to TEX (compared to their body fragment) in the cytoplasm compared to the nucleus, indicating that these fragments are overrepresented in the cytoplasm in comparison to the nucleus. These results raise the possibility that cleavage occurs post-transcriptionally, potentially by the canonical cleavage and polyadenylation machinery.

Finally, to further support the notion that tail fragments can be separated from the gene body, and to map the start site of the 3′-UTR tail fragment at a single nucleotide resolution, we performed 5′-Rapid Amplification of cDNA Ends (5′-RACE) for tail fragments of six selected genes that presented a substantial gap in APA site according to published RNA-seq data (Supplementary Figs. 4c and 5a–f). Sequencing of the 5′-RACE amplified products identified cleaved 3′-UTR fragments adjacently to APA sites in all six samples. These results further support our model that 3′-UTR tails can be separated from their gene bodies, likely through an APA mechanism.

### Analysis of 3′-UTRs identifies thousands of autonomous RNA tails

In the following sections, we describe three large-scale experiments to further support the suggested model at a transcriptome-wide scale.

We developed three high-throughput methods to distinguish between capped body fragments and uncapped tail fragments at a transcriptome-wide scale (Fig. 2a). On the one hand, to enrich for capped body fragments, poly(A) selected RNA from U2OS cells was either treated with TEX to degrade the uncapped tail fragments or immunoprecipitated (IP) using anti-CAP antibody (CAP IP). On the other hand, to enrich for tail fragments, poly(A) selected RNA was subjected to an in vitro capping system with biotinylated guanosine triphosphate (GTP) followed by pulldown (PD) of the newly capped fragments (3′-PD) using streptavidin beads. 

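The RNA came from U2OS cells, a human osteosarcoma line, in 4 groups of 3 samples each: untreated control, TEX, CAP IP and 3′-PD. TEX is an exonuclease that digests RNA with a 5′ monophosphate and leaves capped RNA. The deposited tables hold 1 value per transcript and treatment that pools the samples of a group, so no spread between replicates can be given for any RNA-seq value here, and the depth of the single samples is unknown. The authors aligned the trimmed reads to the human genome (hg19) with TopHat 2.0.13. They averaged read coverage in windows of 50 nt moved by 20 nt along the exons and divided treated by control coverage in each window as a log2 ratio with 1 added to both. The paper's methods also adjust for each treatment by a linear regression over coding windows, which these log2 ratios do not hold. For each transcript the tables give a predicted point, the mean coverage on either side of it, and the p of a Kolmogorov–Smirnov test of body against tail windows. The TEX table holds 43794 transcripts of 17393 genes, the CAP IP table 44798 of 17433 and the 3′-PD table 43675 of 17023. Median control coverage was 38.5 reads per nt over the transcripts of the TEX table, with quartiles of 8.88 and 110.4. Coverage was not scaled for library size: the median of the highest treated coverage per transcript was 161.4 for TEX, 62.8 for CAP IP and 52.6 for 3′-PD. The level of a treatment therefore carries its sequencing depth, and only tail minus body (log2) within a transcript was compared. A gene was counted when any of its transcripts had a predicted point in the 3′-UTR, an adjusted p under 0.01 (Benjamini–Hochberg over the table) and its tail on the side the assay selects. A gene without a call either passed the test at points outside the 3′-UTR alone or did not pass it in any transcript. For single genes, the transcript with the highest control coverage is given, while a gene named as 1 of a few higher or lower members of a list is given by the called transcript with the highest control coverage. The windows overlap and lie on 1 transcript, so this test compares the pooled libraries, not the conditions. Log2 window values were simulated for 2000 transcripts of the TEX table, with the tails of 200 lowered by a known amount. The rule called 98% of the lowered tails and 3 of the other transcripts. These values were independent and split at a given point, while real windows overlap and the authors' model seeks the point that separates them. So the 3 calls do not measure false calls in real data. There, 93.8% of the TEX transcripts with a predicted point passed the p threshold.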

The RNA from these three assays was validated by qRT-PCR on four selected genes that presented a substantial gap in APA site according to published RNA-seq data (Supplementary Fig. 6a–c), and analyzed by whole-transcriptome RNA-seq (see representative results in Fig. 2b). To identify a possible cleavage point for each transcript/treatment, we developed a computational model that compares the overall normalized read coverage along the transcript, and seeks for a transition point between body and tail coverages. This was done by first normalizing the transcriptome-wide data from each treatment, and then using a Gaussian Hidden Markov Model (HMM) with two states, corresponding to the body and tail regions. Then, using the Viterbi algorithm we identified for each transcript the most probable transition point and used Kolmogorov–Smirnov test to determine its statistical significance (see Methods and Supplementary Fig. 7a–e). 

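After TEX, tail coverage fell relative to body coverage in 5211 genes (10644 transcripts), and after CAP IP in 4402 genes (9061 transcripts). Among the 8 largest tail losses after TEX in well-covered genes, 3 had their predicted point in the 3′-UTR. They were RPRD1A, which binds the C-terminal domain of RNA polymerase II, at −2.01 (tail minus body, log2), the zinc finger gene ZNF480 at −1.64, and SLC25A4, the mitochondrial ADP/ATP carrier, at −1.54. In RPRD1A (chromosome 18, 33569787 to 33647373, hg19), the authors' pooled body coverage was 52.0 in the control and 95.3 after TEX, and tail coverage was 15.1 and 5.77. The largest falls in the 3′-UTR after CAP IP were those of PRPF4B, a kinase of pre-mRNA splicing, at −2.44, and the cochaperone gene DNAJC21 at −2.01. PHF10, a subunit of a chromatin remodelling complex, was at −1.90. Both assays called 2899 genes, which is 55.6% of the TEX genes and 65.9% of the CAP IP genes. Independent lists of these sizes would share 1315.9 of the 17092 genes in both tables. TEX and CAP IP were set against the same control libraries. When unchanged tails were simulated with a shared control, 210.9 genes passed a 20% loss in both assays, against 6498 genes observed past that size and 5836.8 for independent assays. Because the control cannot be split, part of the excess may come from it.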

Overall, we identified 6068 genes (out of 17,393 genes analyzed) with a statistically significant cleavage in the 3′-UTR, following TEX treatment (false discovery rate (FDR) < 0.01) and 5222 genes in CAP IP experiment (out of 17,433 genes), with an overlap of 3308 genes (55–63% of the genes in either group). Most of these genes also show high agreement in the location of the predicted cleavage sites within different data sets (66% within 350 nt; Supplementary Fig. 8a–e). In addition, we identified 6501 genes (out of 17,023 tested) with a significant increase of the tail read coverage in 3′-PD treatment (FDR < 0.01). 

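In SLC38A2, an amino acid transporter, the predicted point lay 303 nt beyond the stop codon after TEX and 423 nt beyond it after CAP IP. In FAM199X these distances were 930 nt and 1090.0 nt, and in RAB2A, a GTPase of secretory transport, 606 nt and 786 nt. They lay further apart in STX16 (876 nt and 396 nt) and in CLIC4 (916 nt and 1776 nt). Of 5516 transcripts called in both assays, 3510 had their points within 350 nt of each other (63.6%, Wilson 95% interval 62.4 to 64.9%). Points placed at random in the same 3′-UTRs met this distance in 31.3% of the transcripts, whose median span was 2433 nt. The share was 42.5% of 4213 transcripts between TEX and 3′-PD, against 33.1% at random. Between CAP IP and 3′-PD it was 39.7% of 3752 transcripts, against 33.9% at random. This interval covers counting error only, and transcripts of 1 gene share windows.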

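After 3′-PD, tail coverage rose relative to body coverage in 5592 genes (12219 transcripts). PRKDC, the catalytic subunit of the DNA-dependent protein kinase, had the highest value in the 3′-UTR among well-covered genes, at 2.33 (tail minus body, log2). In PRKDC (chromosome 8, 48685669 to 48872743), body coverage was 127.1 in the control and 29.1 after 3′-PD, while tail coverage was 140.4 and 120.0. It was followed by DPYSL2, a protein of axon guidance, at 1.82 and the receptor phosphatase gene PTPRS at 1.78. MAP1B and AHNAK had values of 2.41 and 1.94 with predicted points outside the 3′-UTR. Of 39 measured zinc finger transcription factors, tails rose in 25 and 14 were without a call, all of which passed the test at points outside the 3′-UTR. ZNF451, chosen after its value was seen, is among the 25 and was also called lower (−1.60) in another transcript. Of 16 nutrient transporters, tails rose in 15, among them SLC7A5 (0.65) and SLC1A5 (0.66). SLC16A1, also named after its value was seen, is among the 15 and was lower (−1.48, over 9 tail windows) in another transcript, and 1 transporter passed the test outside the 3′-UTR alone. The median of a list takes each gene's transcript with most control coverage, with its point inside or outside the 3′-UTR, called or not. The median of the zinc finger list was 0.98, at percentile 99.98 of 10000 random gene lists matched on coverage, and that of the transporters 0.87, at percentile 99.28. Of 20 ribosomal protein genes 3 rose, none fell and 17 were without a call, 15 of which passed the test at points outside the 3′-UTR. The list's median of 0.42, with 5% of its points in the 3′-UTR, lay at percentile 1.30 (4.05 against lists not matched on coverage). The 3 that rose were RPL13, RPS21 and RPS24, also named after their values were seen. With at least 10 windows in body and tail 1 ribosomal protein gene rose.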

Overall, in all three treatments we report 2123 common genes showing a significant coordinated change in read coverage, with an average decrease of 34% in tail vs. body coverage for TEX and CAP IP experiments, and 41% increase in tails for the 3′-PD experiment (Fig. 2c–f and Supplementary Data 1–3). These results suggest that for thousands of genes, stable cleaved transcript tails are present in the cell in substantial amounts.

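TEX, CAP IP and 3′-PD shared 1493 genes with a lower tail in the first 2 assays and a higher tail in the third. Among them were MLEC, an endoplasmic reticulum lectin, CDC42EP3, an effector of CDC42, STX16, a syntaxin of the Golgi, and CLIC4. Tail minus body (log2) was −0.52, −1.03 and 0.57 (0.32 from unnormalized coverage) in MLEC and −0.93, −0.70 and 0.84 in CLIC4 for TEX, CAP IP and 3′-PD. In STX16 it was −0.79, −0.97 and 0.21 (0.09 from unnormalized coverage). Unnormalized coverage here means the log2 ratio of mean coverages without 1 added. The main values average log2 ratios over windows and are not scaled for depth either. Averaged over the 1493 genes, which were selected for these directions, tail coverage against body coverage was −35.4% after TEX (95% bootstrap interval over genes −36.0 to −34.8%) and −38.8% after CAP IP (−39.5 to −38.1%). After 3′-PD the average was 73.1% (71.3 to 74.9%). Over all genes with a predicted point the averages were −20.7% after TEX (13437 genes), −23.04% after CAP IP (12466) and 54.4% after 3′-PD (12803). Independent lists would share 439.7 of the 16560 genes in all 3 tables, and the effect of the shared control on this overlap was not simulated. Across genes, which are not independent replicates, the values of TEX and CAP IP had a Pearson correlation of 0.525 (9599 genes), where a shared control without any effect gave 0.387. Their covariance was 0.149 against a simulated 0.0252. This is 1 of 3 relations among the U2OS assays. Between TEX and 3′-PD the covariance was 0.0411 against a simulated 0.0173, and between CAP IP and 3′-PD 0.0102 against 0.0397. At a maximum coverage of at least 50, observed minus simulated covariance of CAP IP and 3′-PD went from −0.0295 to 0.0167. From the tail losses in the assays that select capped RNA and the tail gain in the assay that selects uncapped RNA, the paper proposes that stable cleaved tails are present in substantial amounts for a large number of genes.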

**Fig. 2:**
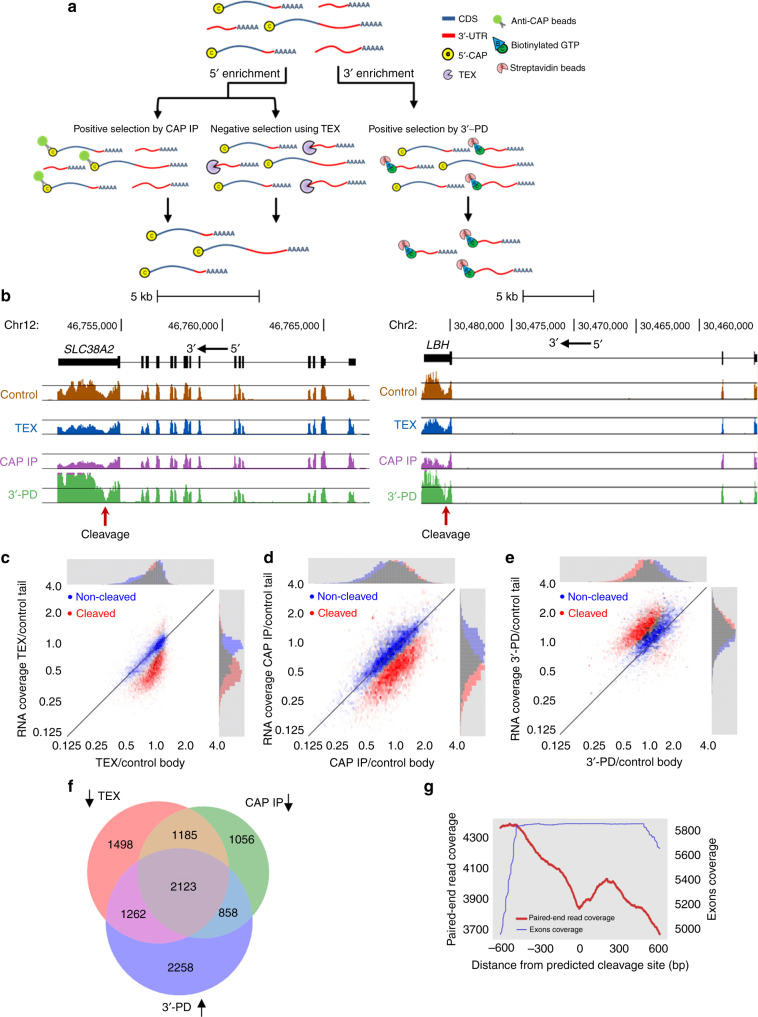
Transcriptome-wide analysis of 3′-UTR regions identifies thousands of stable cleaved tails. **a** We used three experimental methods to measure separated body and tail RNA fragments at a transcriptome-wide scale; poly(A) selected RNA from U2OS cells was enriched for 5′-capped bodies using TEX treatment (TEX) or anti-Cap immunoprecipitation (CAP IP); uncapped tails were enriched by streptavidin bead pulldown of in vitro biotinylated-7-methylguanylate capped RNA (3′-PD). **b** RNA-seq read coverage data (*y*-axis) across the putative cleavage point of *SLC38A2* and *LBH* (arrow) show reduced “tail” read coverage in TEX- and CAP IP-treated cells compared to enriched “tails” in 3′-PD, and equal coverage in untreated RNA (control). Black horizontal lines mark average coverage across exons. **c**–**e** Computational analysis using a Hidden Markov Model (HMM) was applied to identify the most probable cleavage point for each transcript, resulting in 12,578 statistically significant transcripts (Kolmogorov–Smirnov *p* < 0.01) for TEX (overall of 6068 cleaved genes, FDR < 0.01); 11,108 transcripts for CAP IP (5222 genes); and 14,589 transcripts for 3′-PD (6501 genes). Shown are density plots comparing the relative read coverage (normalized over coding region, genome wide) before and after treatment, for bodies (*x*-axis) and tails (*y*-axis) for TEX (**c**), CAP IP (**d**), and 3′-PD (**e**). Red dots correspond to transcripts predicted to be cleaved, and blue dots mark non-cleaved transcripts. Histograms above and to the right of each plot show the marginal distribution of body or tail treated to untreated RNA-seq ratio for each population. **f** Venn diagram of genes with statistically significant differences in body vs. tail read coverage (FDR < 0.01) for TEX, CAP IP, and 3′-PD. **g** Meta-gene analysis of average read coverage (paired-end RNA-seq; red line) showing a dip at the putative cleavage point (predicted in TEX treatment data). Blue line shows meta-gene plot of exon annotations, suggesting that the observed dip is not due to exon–intron junctions

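SLC38A2 lies on the minus strand of chromosome 12 from 46751971 to 46766645 (hg19). Its point after TEX was placed at 46754591, in the 3′-UTR, with the annotated stop codon at 46754894. Body coverage of SLC38A2 was 440.3 in the control and 636.9 after TEX, and tail coverage was 360.9 and 289.8, which gives −0.80 for tail minus body (log2). After CAP IP the value was −1.07, with body coverage of 427.1 and 513.8 and tail coverage of 364.4 and 203.8. SLC38A2 has no 3′-PD value in the table. LBH, a transcriptional coregulator of limb and heart development, lies on the plus strand of chromosome 2 from 30454397 to 30482899, and its point after TEX was placed at 30480619. Its tail coverage was 59.4 in the control and 96.7 after TEX while body coverage was 57.8 and 133.5, a value of −0.43. LBH was at −0.90 after CAP IP, where the point fell outside the 3′-UTR and the gene was not called, and at 0.53 after 3′-PD. Of the 19 measured genes that the paper names, 14 had a lower tail after TEX in at least 1 transcript. SSR1, a subunit of the translocon-associated complex, was at −1.15 and CDC42EP3 at −1.11. From the levels of the authors' hidden Markov model, a setting chosen after seeing the data, SSR1 was at −0.59 and BCL2 at −0.99. RAP1B (−0.48), GID4 (−0.71) and IFNGR2 (−0.58) also fell. BCL2 (−0.40), ST6GALNAC4 (−0.13), DDX21 (−0.86) and MKNK2 (−0.24) had points outside the 3′-UTR in the transcript with most coverage. ACTB was at −0.19 there, while another of its transcripts was called with a higher tail (0.19). After 3′-PD, tails rose in DDX21 (1.07), ST6GALNAC4 (1.10), RAP1B (0.76) and CDC25A (0.86), and fell in SSR1 (−0.63).

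**Figure D1:**
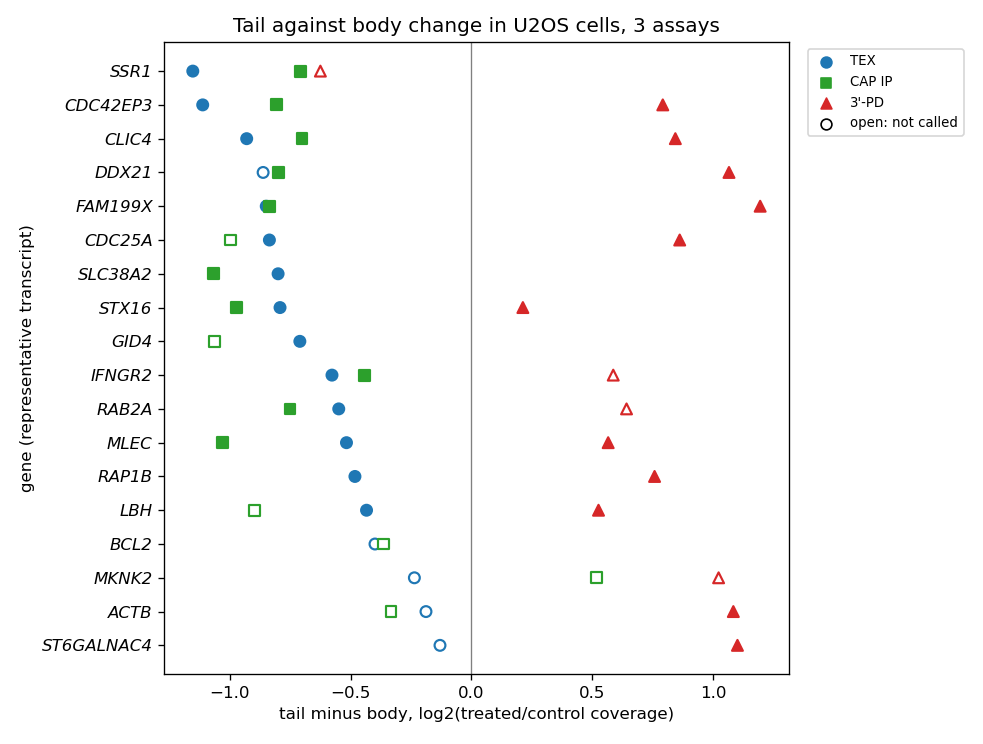
Tail minus body (log2 of treated to control coverage) of the genes named in the paper whose values are reported here, 1 point per gene for TEX, CAP IP and 3′-PD in U2OS cells, without error bars because the files hold pooled values only. Filled points were called in the direction of the assay and open points were not; SSR1 lies at −1.15 after TEX and −0.63 after 3′-PD.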

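Of 46 measured genes with textbook alternative polyadenylation, 36 had a lower tail and 10 were without a call, all of which passed the test at points outside the 3′-UTR. HMGA2 was counted in both directions through different transcripts and is named after its value was seen. RAC1 fell by 0.48 (tail minus body, log2) and CALM2 fell by 0.12. The list's median of −0.59 was below all 10000 matched random lists (percentile 0) and at percentile 10.85 of lists not matched on coverage. The list holds genes that the paper shows for a gap in 3′-UTR coverage of mouse cells, among them SSR1, BCL2, RAB2A and GID4. It is therefore not independent of the paper's own choice of genes. Of 37 RAB and RAP GTPases, 27 were lower, 8 were without a call and 2, RAB24 (0.20) and RAB32 (0.43), with tails of 8 and 3 windows, were higher. With at least 10 windows in body and tail, 27 of these GTPases were lower and none was higher. Of 47 let-7 targets, 34 were lower and 13 were without a call, with HMGA2 again in both directions, and their median was −0.64, at percentile 1.92 (2.85 unmatched). Of 34 miR-92a targets, 21 were lower, SLC12A5 (0.43) was higher and 12 were without a call, with a median of −0.70 at percentile 7.26 (0.950 unmatched). Cell cycle genes had 19 of 39 lower and 20 without a call, with CDKN1A at −0.44 and CCNB1, not called, at −0.33. Ubiquitin conjugating enzymes had 14 of 23 lower and 9 without a call, with UBE2D3 at −0.71 and UBE2V1 at −0.67. Oxidative phosphorylation genes stood apart: of 33 measured, 4 were lower, 7 higher and 22 without a call, of which 11 did not pass the test in any transcript, and the median of 0.30 lay above all matched lists (percentile 100.0). The 4 lower genes were ATP5F1 (−0.87), NDUFA5 (−0.62), SDHC (−0.42) and UQCRB (−1.19). COX7A2 (0.76), ATP5D (0.63) and NDUFS6 (0.61) were among the 7 higher, and COX4I1, the member with most coverage, was at 0.32 and did not pass the test. The tails of COX7A2 and NDUFS6 spanned 4 and 3 windows. The median tail of the list spanned 9 windows, and the random lists were not matched on tail length. With at least 10 windows in body and tail, 4 genes of the list were lower and 1 was higher. Of 22 ribosomal protein genes, 11 were lower, 7 were without a call and 4, RPL13 (0.35), RPS16 (0.68), RPS21 (0.34) and RPS3 (0.44), were higher. Their median of −0.08 also lay high, at percentile 99.05 of matched lists (99.95 unmatched). With at least 10 windows, 9 ribosomal protein genes were lower and none was higher. The single genes named as higher or lower beside a count were chosen after their values were seen.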

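After TEX, 21 of 41 measured 3′-UTR binding proteins were lower and 20 were without a call, all of which passed the test at points outside the 3′-UTR, and the list's median lay at percentile 2.32 (17.15 unmatched). CELF2 was among the 21 and was higher (0.53) in another transcript. HNRNPA2B1 (−0.41) and HNRNPA1 (−0.32), the members with most coverage, had points outside the 3′-UTR. In the cleavage and polyadenylation machinery 6 of 18 genes were lower, among them the nuclear poly(A)-binding protein gene PABPN1 (−0.45), 11 were without a call and PPP1CA (0.30) was higher. Cytoplasmic mRNA decay had 10 of 31 genes lower and 18 without a call. Its 4 higher genes were CNOT1 (0.01), a scaffold of the deadenylase complex, and LSM2 (0.57), LSM3 (0.30) and LSM4 (0.28) of the decapping-associated ring, with 1 gene of the list called in both directions. The medians of the cleavage and decay lists, with 22.2% and 38.7% of their points in the 3′-UTR, lay at percentiles 20.9 and 48.5 of matched random lists. Zinc finger transcription factors had 16 of 39 lower, 22 without a call and ZNF638 (0.30) higher, and ZNF655 was at −0.25. Nutrient transporters had 8 of 18 lower, 8 without a call and 2 higher, SLC16A3 (1.18) and SLC35A2 (0.24), while SLC7A5 fell by 0.65. In their transcripts with most coverage, SLC16A3 was at −0.56 and SLC35A2 at −0.33. Extracellular matrix genes of the osteoblast lineage had 10 of 25 lower, with SPARC at −0.24, and 13 without a call, while FN1 (0.27) and SERPINH1 (0.07) were higher. Immediate early genes had 16 of 30 lower, ID1 (0.18) higher and 13 without a call, and MYC, outside the 3′-UTR, was at −0.27. Glycolysis had 11 of 17 genes without a call, 4 lower, ENO2 (−0.39), GPI (−0.45), HK2 (−0.62) and SLC2A1 (−0.38), and 2 higher, PFKL (0.40) and PKM (0.42), which were at −0.24 and −0.20 in their transcripts with most coverage. With at least 10 windows in body and tail, no 3′-UTR binding protein, zinc finger or immediate early gene was higher, and 1 transporter and 1 glycolysis gene were higher. The 1 measured replication-dependent histone gene, HIST2H2BE, was lower at −0.55. Here too, genes named as the higher or lower members of a short count were chosen after their values were seen.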

To further validate these findings, we analyzed the untreated poly(A) selected RNA (control), and calculated the average read coverage across the putative cleavage points predicted by our computational model based on TEX-treated RNA. The predicted cleavage points were characterized by well-positioned troughs of low read coverage compared to the surrounding regions (Fig. 2g, red line), in agreement with results shown in Fig. 1. 

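The predicted point after TEX lay 132 nt from the stop codon in LBH, 246 nt in IFNGR2, a receptor subunit for interferon gamma, and 277 nt in RAP1B. It lay further away in CDC25A (567 nt), a phosphatase of cell cycle entry, in SSR1 (1149 nt), in CDC42EP3 (1141 nt) and in MLEC (1781 nt). Annotated stop codons could be matched for 4516 of the genes with a lower tail. In 2568 of them (56.9%, Wilson 95% interval 55.4 to 58.3%) a point lay within 500 nt of the stop codon, with a median distance of 417 nt over genes. Points placed at random in the same 3′-UTRs, whose median length after the stop codon was 2054 nt, were within 500 nt in 31.1%. After CAP IP the share was 53.4% of 3853 genes with a median of 451 nt. After 3′-PD it was 66.7% of 4975 genes with a median of 270 nt, against 45.4% for random points.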

Further analysis revealed that for most genes (>60%), the putative cleavage positions are located within 500 nt of the stop codon (Supplementary Fig. 8f), suggesting a relatively short 3′-UTR region. 

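Poly(A)-selected RNA of HEK-293 cells, a line from human embryonic kidney, was analysed in the same way with 3 TEX-treated and 3 control samples pooled by the authors. Median control coverage was 102.0 reads per nt over the 43745 transcripts of 17506 genes, with quartiles of 25.6 and 251.6, and the median of the highest treated coverage was 123.9. Tail coverage fell in 6000 genes (12342 transcripts). MEX3C, an RNA-binding ubiquitin ligase, had the largest fall in the 3′-UTR among well-covered genes, at −1.74 (tail minus body, log2). In MEX3C (chromosome 18, 48700920 to 48724051), body coverage was 99.2 in the control and 57.2 after TEX, and tail coverage 130.3 and 27.2. It was followed by PGRMC2, a heme-binding membrane protein, at −1.60 and the actin-crosslinking protein MARCKS at −1.59. MBD2 (−3.86) and FGF2 (−1.80) had larger values with points outside the 3′-UTR. SLC38A2 fell by 0.55 with its point 323 nt from the stop codon, and LBH fell by 0.55 with its point at 112 nt. CLIC4 was at −0.73, FAM199X at −0.70, SSR1 at −0.73 and GID4 at −0.99. ACTB (−0.48) and DDX21 (−0.61) were not called. The stop codon lay within 500 nt in 3529 of 5238 genes (67.4%, Wilson 95% interval 66.1 to 68.6%), at a median of 290 nt, against 39.1% for random points.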

Similar results were obtained using TEX-treated RNA from HEK-293 cells (6574 genes with predicted cleavage point out of 17,506 analyzed; Supplementary Fig. 9a–c and Supplementary Data 4). Comparison of TEX treatment between HEK-293 and U2OS cells demonstrates an overlap of 3432 cleaved genes (52–57%; Supplementary Fig. 9d).

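In both cell lines the tail was lower after TEX in 3095 genes, which is 59.4% of the U2OS genes and 51.6% of the HEK-293 genes. Among them were SLC38A2, LBH, CDC25A, CDC42EP3, STX16, RAP1B, CLIC4, FAM199X, SSR1, RAB2A and GID4. MLEC (−0.75) and IFNGR2 (−0.69), both lower in U2OS cells, had points outside the 3′-UTR in HEK-293 cells. Independent lists would share 1783.5 of 16961 genes, and the controls were not shared here. Across 9882 genes, which are not independent replicates, tail minus body (log2) correlated between the lines with Pearson's r of 0.323. Of 5673 transcripts called in both lines, 58.3% (57.0 to 59.5%) had their points within 350 nt, against 33.1% for random points. In HEK-293 cells 34 of 40 RAB and RAP GTPases were lower, among them RAB7A (−0.52) and RAB1A (−0.30), 5 were without a call and RAB30 (0.47) was higher. Textbook polyadenylation genes had 31 of 46 lower and 14 without a call, with BDNF (0.06) higher. Of 33 immediate early genes 22 were lower, among them ID2 at −0.60, none was higher and 11 were without a call. Oxidative phosphorylation genes had 11 of 39 lower, none higher and 28 without a call in HEK-293 cells, with a median of −0.39 at percentile 74.8 of matched lists. Ribosomal protein genes had 13 of 25 lower, none higher and 12 without a call, with a median of −0.33 at percentile 97.2 (99.1 against lists not matched on coverage). Glycolysis genes had 6 of 19 lower, PFKL (0.28) higher and 12 without a call, with a median of −0.30 at percentile 99.23. RAB30, BDNF and PFKL were chosen after their values were seen. Whether a list differed between the lines was not tested.

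**Figure D2:**
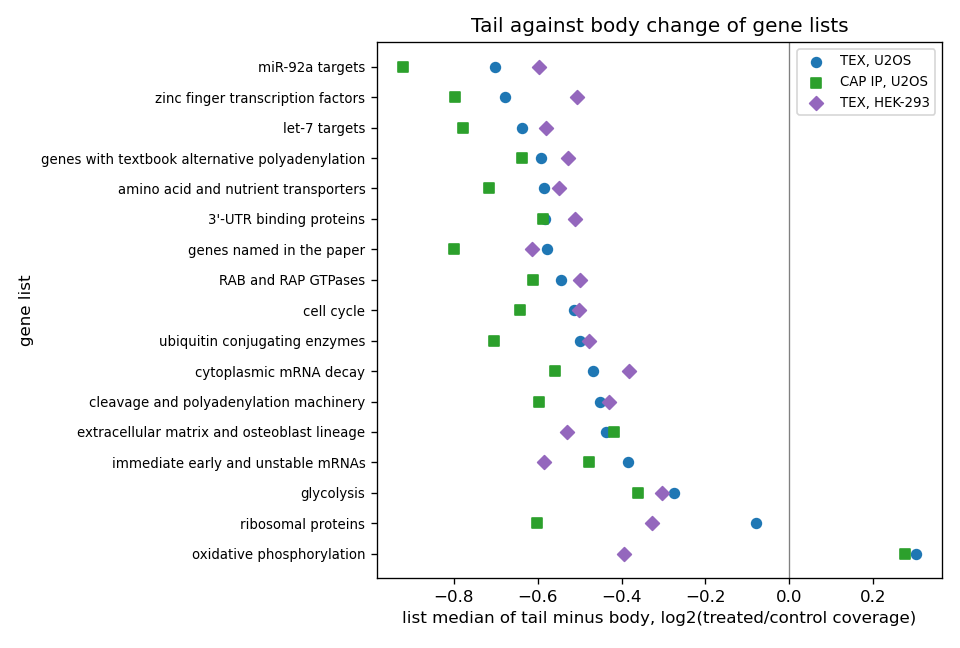
Median tail minus body (log2) of the gene lists with at least 10 measured members, 1 point per list for TEX in U2OS cells, CAP IP in U2OS cells and TEX in HEK-293 cells, without error bars. Each gene counts with its transcript of most control coverage, whose predicted point lies inside or outside the 3′-UTR. Oxidative phosphorylation genes lie at 0.30 after TEX in U2OS cells and at −0.39 in HEK-293 cells, with median tails of 9 and 20 windows.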

### 3′-UTR processing is post-transcriptional and APA-dependent

Based on our initial observations that cleavage sites are associated with APA sites, we postulated that the processing mechanism is APA-dependent.

To test this hypothesis, we compared the cleavage points as inferred by the HMM model following TEX treatment in HEK-293 cells to the polyadenylation sites documented in HEK-293 cells in the APA repository PolyASite^13^. Our results, as seen in Fig. 3a, demonstrate that the probability of observing an APA site peaks at the HMM predicted cleavage point, and is significantly higher compared to random positions (Kolmogorov–Smirnov test, *p* < 2e−7).

**Fig. 3:**
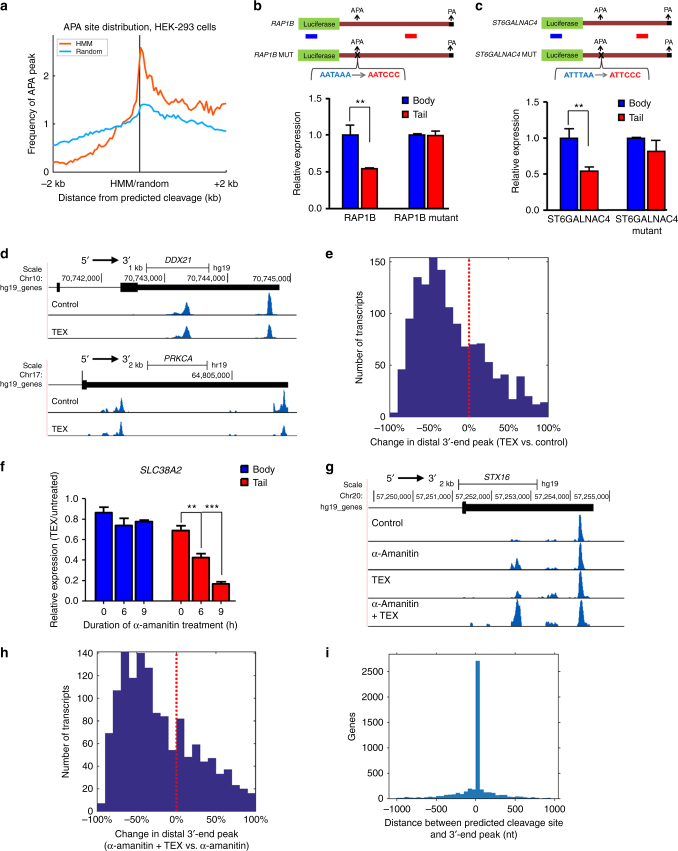
3′-UTR processing is APA-dependent and occurs post-transcriptionally. **a** Distribution of HEK-293 polyadenylation sites (from PolyASite^13^) surrounding the predicted cleavage point (HMM, in orange line) or random points in random UTRs (blue line). **b**, **c** Mutations in APA sites diminish cleavage. Mutation of 3′-UTR APA sites cloned into a pGL3 promoter luciferase reporter system shows reduced cytoplasmic sensitivity to TEX in *RAP1B* (**b**) and *ST6GALNAC4* (**c**). **d** 3′-end RNA-seq data (*y*-axis) for *DDX21* and *PRKCA* show relative decreases in the distal peak (corresponding to the 3′ ends of both canonical and “tail” transcripts) compared to the proximal peak (corresponding to the 3′ end of the “body” fragment) following TEX treatment (1484 transcripts). In total, 65% of the distal peaks are reduced following TEX treatment (*p* ≤ 4.5e−15 using a paired *t*-test on distal/proximal ratio), with an average decrease of 22% in the distal peak height following TEX. **e** Histogram showing the relative change of distal peaks height (3′-end RNA-seq) following and before TEX treatment. **f** 3′-UTR cleavage occurs post-transcriptionally. RT-qPCR in U2OS cells shows strong TEX sensitivity in the cytoplasmic *SLC38A2* “tail” fragment 6 or 9 h following α-amanitin treatment compared to TEX-untreated RNA from α-amanitin-treated cells. **g** 3′-end RNA-seq of *STX16* in control, following α-amanitin; TEX treatment; and both α-amanitin and TEX, show an increase in proximal peak. **h** Same as **e**, for α-amanitin-treated cells for 9 h, after and before TEX treatment (*p* ≤ 1.8e−17, paired *t*-test). **i** Histogram of distances between predicted cleavage sites (HMM model using TEX data) and nearest 3′-end RNA-seq peak (in 5619 transcripts). **p < 0.01 and ***p < 0.001 (two-tailed Student’s *t*-test). Results are representative of three independent experiments with triplicates (**b**, **c**, and **f**). Error bars (**b**,** c**, and **f**), s.d.

To substantiate the APA dependency of the cleavage sites, we mutated the polyadenylation signal (PAS) motifs in the 3′-UTRs of two genes (*ST6GALNAC4* and *RAP1B*). 3′-UTR of wild-type (WT) and mutated PAS were cloned into pGL3 luciferase reporter constructs. qRT-PCR analysis of cytoplasmic RNA fraction treated with TEX showed significant reduction in the WT tail fragments but not in the tail fragments of the mutated PAS (Fig. 3b, c). In addition, mutation of the PAS site restored the relative RNA levels at the APA site (without TEX treatment, Supplementary Fig. 10a–d).

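The ends of poly(A) RNA were sequenced in U2OS cells in 4 groups of 3 samples each: control, TEX, α-amanitin (10 µg/ml for 9 h), and α-amanitin followed by TEX of the RNA. The authors aligned the reads to hg19 and called peaks with HOMER 3.12 (peak size 200 nt, distance 250 nt) on the reads of all samples together. The deposited table gives 1 proximal and 1 distal peak per RefSeq transcript, with 1 whole number per peak and group that pools the samples. Whether it is a sum or a rounded mean is not stated in the sources used here, and it was taken as a read count. The counts of the unique pairs sum to 261718 in the control, 184090 after TEX, 235687 after α-amanitin and 129296 after both. The median control count was 16 per distal and 6 per proximal peak, so single pairs carry large counting errors. For each pair the ratio of distal to proximal counts was divided between groups where all 4 counts were above 0. Fisher's exact test (two-sided, Benjamini–Hochberg adjusted p under 0.05) compared each pair of pooled libraries, not the conditions. Counts were simulated for 751 pairs with at least 10 control counts in each peak, with 200 distal peaks at a known lower level. There the test called 7.5% of the lowered peaks and none of the others. The 2773 pairs tested after TEX include pairs with fewer counts, for which these shares were not measured. Wilson 95% intervals of the distal share cover counting error only, and reads are not independent molecules.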

For an additional evaluation of our model and to quantitatively map RNA 3′ ends, we turned to perform 3′-end RNA-seq in untreated and TEX-treated cells. According to our model, cleaved genes should present two 3′-end RNA-seq peaks in the 3′-UTR: a proximal peak corresponding to the shortened body fragment and a distal peak that represents the 3′ ends of both the canonical and cleaved tail. Following TEX treatment, we expect a decrease in the height of the distal peak (due to the TEX sensitivity of the cleaved tail) compared to the proximal peak (TEX-insensitive body). Indeed, we observed a dramatic decrease in the relative height of the distal peak (normalized to the proximal peak) following TEX treatment (−37% and −56.5% for DDX21 and PRKCA, respectively; Fig. 3d and Supplementary Fig. 11). 

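PRKCA encodes protein kinase C alpha, and its distal peak lies on chromosome 17 from 64806316 to 64806945 (hg19), downstream of a proximal peak from 64800608 to 64801626. The distal to proximal ratio of PRKCA changed by −56.5% after TEX, from 74 distal and 40 proximal counts to 33 and 41. Its distal share was 64.9% (55.8 to 73.1%) in the control and 44.6% (33.8 to 55.9%) after TEX, with p = 0.00688 by Fisher's exact test and an adjusted p of 0.0760. DDX21 was not analysed here. SLC38A2 had 745 distal and 23 proximal counts in the control and 184 and 25 after TEX, a ratio change of −77.3% (adjusted p = 0.000505, Fisher's exact test). The largest fall among well-covered pairs was in RAP2B, a RAS-related GTPase on chromosome 3 (proximal peak 152881531 to 152882575). It had 87 distal and 165 proximal counts in the control and 0 of 131 counts distal after TEX, which allows a distal share of up to 2.29% (adjusted p = 9.64e-16, Fisher's exact test). LTBP2, a protein of the extracellular matrix, went from 325 distal and 91 proximal counts to 82 and 98 (−76.6%, adjusted p = 3.11e-11 by the same exact test). PAK2 (−77.5%), RAB3B (−76.9%), RRM2B (−76.9%) and FAM76B (−76.8%) passed the test too. IPPK, an inositol phosphate kinase, went the other way, from 6 distal and 79 proximal counts to 46 and 63, and so did NCLN (158%). RAP1B (−71.8%), FAM199X (−59.1%) and CDC25A (−12.5%) did not pass the test.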

Overall, we observed an average of 22% decrease in distal vs. proximal peak heights (*p* < 4.5e−15, Fig. 3e and Supplementary Data 5), in accord with our previous estimation of the overall cleaved tail population, based on the decrease in tail vs. body RNA-seq coverage following TEX treatment (27% decreases; Fig. 2c).

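Of 1711 peak pairs with counts in all 4 cells, the distal peak was lower against the proximal one after TEX in 1107, higher in 577 and equal in 27. The lower share was 64.7% (Wilson 95% interval 62.4 to 66.9%) and the median change of the ratio −24.2%. Over these 1711 pairs the ratio of the summed counts changed by −23.2%, the geometric mean change was −24.5% and the mean change 0.273%. In simulated unchanged pairs the mean change was 10.4% and the median −0.125%, so the mean does not give the direction here. Over all unique pairs, those with a count of 0 included, the distal share of counts was 64.8% in the control and 59.5% after TEX. Fisher's exact test passed for 153 of 2773 pairs, 127 lower and 26 higher, among them STX16, SLC38A2 and RAP2B. Across 1476 genes, which are not independent replicates, RNA-seq tail minus body after TEX and the log2 change of the distal to proximal ratio had a Pearson correlation of 0.0430, 1 of 3 such relations with the RNA-seq assays. At 10 or more counts in every cell it was 0.0430 over 425 genes. The RNA-seq points lay inside or outside the 3′-UTR, and the tail was lower in 1453 of the 1476 genes. This correlation is thus not one of 3′-UTR tails alone. The paper reasons that the distal peak holds the ends of both full-length and cleaved tails, so that its fall against the proximal peak reflects the tails lost to TEX, and states that its size accords with the RNA-seq estimate.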

To substantiate that RNA cleavage occurs post-transcriptionally, we repeated the 3′-end RNA-seq and qRT-PCR experiments in cells treated with α-amanitin, an RNA polymerase II-specific and III-specific inhibitor. qRT-PCR analysis for several genes following TEX treatment demonstrated a strong decrease in the relative expression of the tail fragment, but not the body fragment, 6–9 h after α-amanitin treatment (compared to TEX-untreated RNA in α-amanitin-treated cells; Fig. 3f and Supplementary Fig. 12a, b). This suggests that cleavage is not necessarily coupled with active transcription, and cannot be explained by differences in body/tail stability.

In line with these results, as we show for *STX16* (Fig. 3g), treatment by α-amanitin for 9 h allows for additional processing of the canonical transcript, and is reflected by a stronger (proximal) 3′-end RNA-seq peak at the cleaved body compared to untreated cells. This trend is further emphasized in following TEX treatment (Fig. 3g, bottom).

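STX16 encodes a syntaxin, and its 3′-end peaks lie on chromosome 20 (hg19) from 57252209 to 57252833 (proximal) and from 57253268 to 57254572 (distal). After α-amanitin its proximal count was 94 against 28 in the control, while the distal count was 215 against 350. The distal share was 92.6% (89.5 to 94.8%) in the control and 69.6% (64.2 to 74.4%) after α-amanitin (adjusted p = 9.62e-12, Fisher's exact test). It was 78.9% (71.6 to 84.7%) after TEX and 48.4% (38.5 to 58.4%) after α-amanitin and TEX (adjusted p = 0.00224 against TEX alone by the same exact test). STX16 was the largest fall among well-covered pairs after α-amanitin, with a ratio change of −81.7%. PPP6R3, a regulatory subunit of protein phosphatase 6, changed by −81.0%, and PITPNA, a phosphatidylinositol transfer protein, by −70.1%. SMARCC1, a subunit of a chromatin remodelling complex, rose by 176%. PRKCA (18.2%) and SLC38A2 (−60.3%, adjusted p = 0.332) did not pass the exact test after α-amanitin. Over 1824 pairs 974 were lower after α-amanitin (53.4%, 51.1 to 55.7%), with a median change of −5.08%, and 7 of 2711 passed Fisher's exact test (5 lower, 2 higher). In TEX-treated RNA, 51.8% of 1280 pairs (49.1 to 54.5%) were lower after α-amanitin, with a median change of −5.56%. The ratio of their summed counts changed by −14.4%. The paper shows STX16 as its example that α-amanitin leaves time for further processing of the full-length transcript. For processing after transcription it also cites qRT-PCR of several genes and the change across transcripts in TEX-treated RNA with and without α-amanitin.

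**Figure D3:**
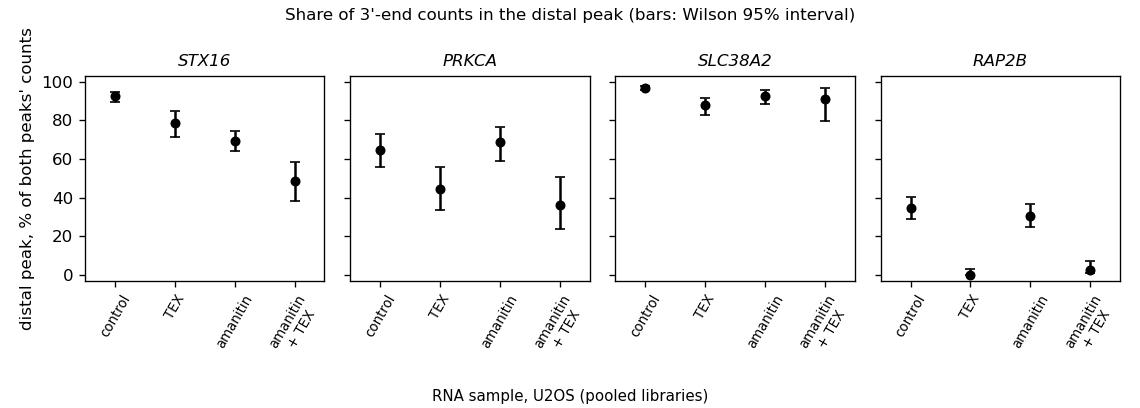
Distal share of 3′-end counts (percent of distal plus proximal) of STX16, PRKCA, SLC38A2 and RAP2B in control, TEX, α-amanitin, and α-amanitin with TEX, with Wilson 95% intervals of the pooled counts as bars. STX16 lies at 92.6% in the control and 48.4% after both treatments.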

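After α-amanitin, RAP2B had 72 distal and 165 proximal counts without TEX and 3 and 117 with it, a ratio change of −94.1% (adjusted p = 1.93e-08, Fisher's exact test). NUDT11, a phosphohydrolase, changed by −81.9%, USP22, a deubiquitinase, by −81.6%, and the chromatin remodelling subunit gene ARID1A by −81.3%. PRKCA went from 70 distal and 32 proximal counts to 17 and 30 (−74.1%) and STX16 changed by −59.0% (adjusted p = 0.0165 for both, same exact test). SLC38A2 changed by −18.3% and did not pass. CLSTN1, a calsyntenin, rose by 579%. Of 1344 pairs, 846 were lower and 484 higher after TEX in the α-amanitin-treated cells (62.9% lower, Wilson 95% interval 60.3 to 65.5%), with a median change of −25.0%. Fisher's exact test passed for 132 of 2473 pairs, 115 lower and 17 higher. Across 1125 pairs, which are not independent replicates, the log2 changes by TEX with and without α-amanitin had a Pearson correlation of 0.404, with no library shared between them. At 10 or more counts in every cell it was 0.498 over 280 pairs. The distal share of all counts was 62.5% after α-amanitin and 56.4% after α-amanitin and TEX.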

Transcriptome-wide analysis of the 3′-end RNA-seq data showed a significant decrease (*p* < 1.8e−17) in the distal peak height compared to the proximal peak following TEX treatment in α-amanitin-treated cells (Fig. 3h, Supplementary Figs. 13a, b, and Supplementary Data 5) and this RNA processing seem to continue post-transcriptionally (Supplementary Fig. 13c).

Finally, we compared the location of the putative cleavage site (as predicted by the HMM model based on TEX data) with the nearest 3′-end RNA-seq peak (APA site) in the same cell type (U2OS). For 80% of the cleaved transcripts, the predicted cleavage site appeared within 100 nt from the most proximal 3′-end RNA-seq peak (Fig. 3i). These results strongly suggest that the cleavage point occurs at APA sites.

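In SLC38A2 the points predicted from RNA-seq lay at 46754591 after TEX and 46754471 after CAP IP on chromosome 12 (hg19), upstream of a proximal 3′-end peak from 46753141 to 46753889 and a distal one from 46751997 to 46752979. In STX16 the point at 57252223 fell inside the proximal peak, and so did that of RAP1B at 69053340 (peak 69053122 to 69053475 on chromosome 12). In FAM199X the point at 103435389 lay just before a proximal peak that starts at 103435500 on chromosome X. Of 4296 transcripts with a lower tail after TEX and 3′-end peaks (1909 genes), 1772 had the point within 100 nt of 1 of the 2 deposited peaks (41.2%, Wilson 95% interval 39.8 to 42.7%). The median distance was 203.5 nt. For points placed at random in the same 3′-UTRs the share was 42.4%. Within 100 nt of the proximal peak alone lay 1671 points (38.9%), against 21.7% of random points. The table gives 1 proximal and 1 distal peak per transcript, so other peaks were not used here.

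**Figure D4:**
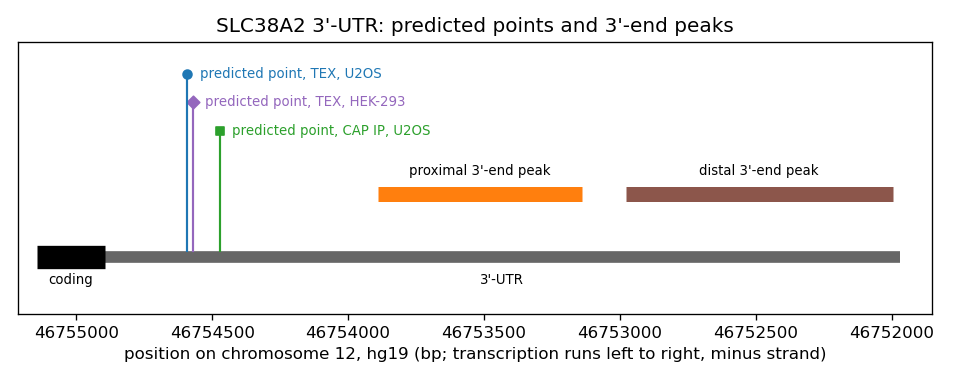
Map of the 3′ part of SLC38A2 on chromosome 12 (hg19, minus strand, drawn to scale) with the stop codon, the predicted points of TEX and CAP IP in U2OS cells and of TEX in HEK-293 cells, and the 2 3′-end peaks. The points at 46754591, 46754471 and 46754571 lie between the stop codon and the proximal peak.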

### Body and tail RNAs are independently regulated by miRNAs

To corroborate that the cleavage generates two independent transcripts, we tested whether the transcript tail and body were affected differently by miRNAs. To this end, we conducted transfection experiments of two miRNAs, hsa-miR-92a-3p and hsa-let-7a-5p, in HEK-293 cells (Fig. 4a). 

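The tables for the transfections hold HEK-293 cells transfected with miR-92a or with let-7, 3 samples each pooled by the authors at 40 h, against the control of the HEK-293 TEX comparison. The sample labels add a TEX step to the miRNA libraries that Fig. 4a does not show, and samples are named here as in the paper. The paper's text names let-7a and a supplementary note lists the sequence used here under let-7e, so let-7 is written here. Median control coverage was 99.5 reads per nt in the miR-92a table and 90.9 in the let-7 table, and the median of the highest treated coverage 137.1 and 119.3. Over called transcripts in the 3′-UTR, the median log2 ratio of the body was −0.99 for miR-92a, and it holds the depth of the libraries as well as any effect of the miRNA. Body and tail were therefore compared with each other and with transcripts lacking a seed match. Seed matches were 7-mers opposite miRNA positions 2 to 8 (sites GTGCAAT and CTACCTC) in the transcript sequence of GRCh37. The tables place their own points, so transcripts were used where that point lay within 100 nt of the called TEX point of HEK-293 cells. The paper counted reads per body and tail with HTSeq and DESeq2, and those counts were not used here.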

The two miRNAs are known to be expressed in HEK-293 cells, with many validated targets. While the conventional analysis would predict that the complete transcript would be down-regulated in a uniform manner (in terms of RNA-seq coverage), we expected that if the binding site of the miRNA was located at the transcript body, there would be a stronger decrease in the expression level of the transcript body compared to its tail (Fig. 4b). We annotated the body and tail regions of transcripts using the putative cleavage points predicted by our HMM model from HEK-293 cells treated with TEX, as described above. 

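Bodies had lower values than tails after miR-92a both with and without a seed match in the body. Over 48 genes with a miR-92a seed match in the body, the median log2 ratio of treated to control coverage was −0.97 in the body (95% bootstrap interval over genes −1.04 to −0.89) and −0.78 in the tail. Body minus tail was −0.24 (−0.29 to −0.20) and the body was lower than the tail in 77.1% of these genes. Over 555 genes without a match in the body, the medians were −0.97 and −0.83, and body minus tail was −0.19 (−0.21 to −0.18), with the body lower in 73.9%. The value of the matched genes lay at percentile 9.43 of 10000 random gene lists of the same size and coverage. The difference of both medians was −0.048 (95% bootstrap interval over genes −0.103 to −0.0065), a test chosen after the medians were seen. It was −0.01 (−0.042 to 0.017) with points within 500 nt, and its interval also reached 0 within 20 nt, at a maximum coverage of at least 50 and from unnormalized coverage. The interval stayed below 0 over all transcripts (−0.08, −0.105 to −0.013) and with no limit on the distance (−0.026, −0.0405 to −0.009). In the 9 genes whose match lay in the 3′-UTR part of the body, body minus tail was −0.19 (−0.29 to 0.40). Of 32 measured miR-92a targets fixed as a list, the tail was higher than the body in 18, lower in none and not called in 14. Their median tail minus body was 0.35 (log2), at percentile 92.6 (99 against lists not matched on coverage). Across the table the tail was higher in 4796 genes and lower in 1054. Among well-covered genes with a point in the 3′-UTR, NFAT5, a transcription factor of osmotic stress, was at 1.32, the fatty acid desaturase FADS2 at 1.01 and the ubiquitin protease USP49 at 0.96.

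**Figure D5:**
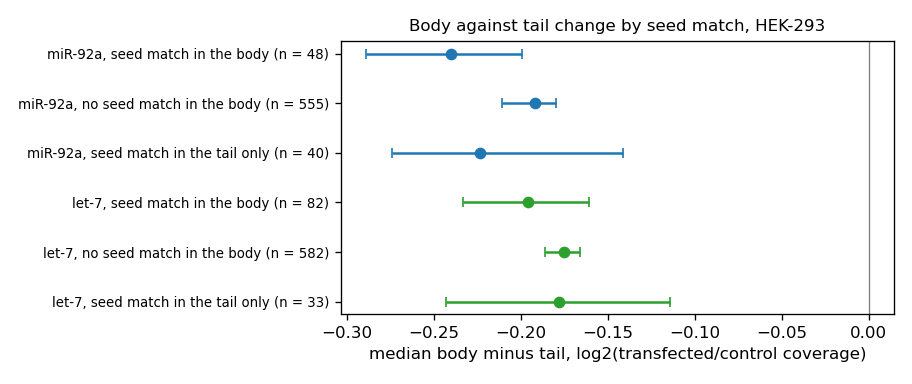
Median body minus tail (log2) of HEK-293 transcripts after miR-92a or let-7, grouped by where the seed match lies, with 95% bootstrap intervals over genes as bars. With a seed match in the body the medians are −0.24 and −0.20, and without one −0.19 and −0.18.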

By separately analyzing the change in expression along the gene body and tail, we found that the set of transcript bodies that contain a putative miRNA binding site showed a statistically significant larger decrease in expression compared to the set of tail regions (*p* ≤ 1.2e−11, Fig. 4c and Supplementary Fig. 14a; *p* ≤ .2.8e−10, Supplementary Figs. 14b, c, and Supplementary Data 6 and 7).

**Fig. 4:**
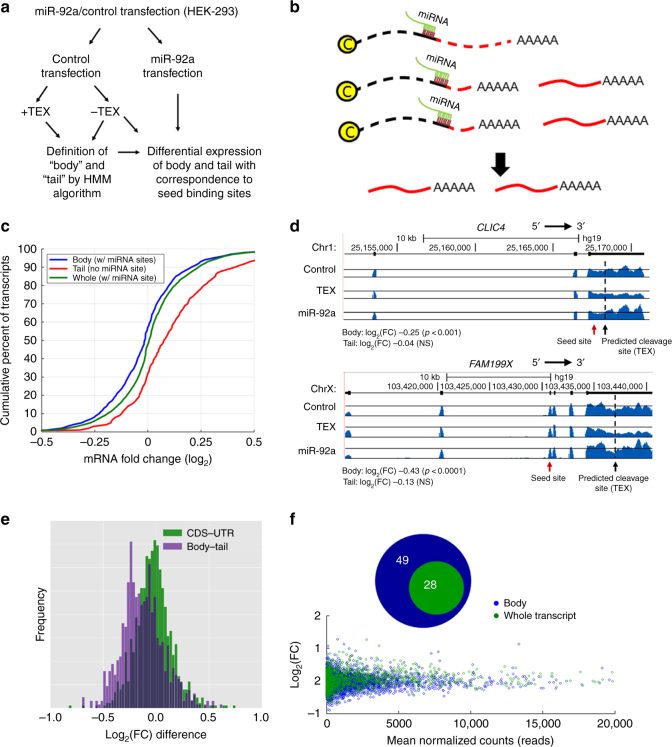
Body and tail regions of cleaved transcripts are independently regulated by miRNAs. HEK-293 cells were transfected with synthetic miR-92a-3p or with a control double-stranded RNA (dsRNA), and total RNA was extracted 40 h after transfection. **a** Outline of experiment and data analysis. **b** Simplified depiction of expected results: down-regulation of transcripts with body miRNA binding sites, independent of their tails. **c** Cumulative frequency distributions of expression changes in transcripts with 7-mer seed binding sites in the body. *X*-axis corresponds to log_2_ of expression fold change (log_2_(FC)). Comparison was conducted by a two-sided Kolmogorov–Smirnov test. **d** Normalized RNA-seq read counts from the control, TEX-treated RNA, and miR-92a-transfected cells for *CLIC4* (top) and *FAM199X* (bottom). Predicted cleavage sites and miR-92a 7-mer seed sites in their body region are shown (arrows). **e** Histograms of log_2_ fold change differences in body vs. tail regions (purple) in transcripts with predicted cleavage site; or between coding sequence (CDS) vs. 3′-UTR (light green) in transcripts without predicted cleavage site; and the overlap between them (dark purple). In all transcripts, a miR-92a binding site was located exclusively in either body/CDS region, or in tail/3′-UTR region. **f** Body/tail distinction identifies additional miRNA targets. Number of transcripts with statistically significant decrease in expression following miRNA overexpression based on the custom annotations (blue) and based on the conventional whole transcript annotation (green). Transcripts contain a 7-mer binding site in the body region. (Bottom) A scatter plot of the mean normalized counts of transcripts and their log_2_ fold change by the body–tail annotation (blue plots) and by the conventional whole transcript annotation (green plot)

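CLIC4, a chloride intracellular channel protein, lies on chromosome 1 from 25071760 to 25170815 (hg19) and has 1 miR-92a seed match in its body, in the 3′-UTR part. Its body coverage was 398.5 in the control and 174.1 after miR-92a, and its tail coverage 460.9 and 251, which gives −0.32 for body minus tail (log2). The point of the miR-92a table lay 240 nt from that of TEX. FAM199X lies on chromosome X from 103411156 to 103440582 and has 1 seed match in its body, upstream of the 3′-UTR. Body coverage of FAM199X was 345.6 in the control and 119.0 after miR-92a and tail coverage 269.5 and 121.5, a body minus tail of −0.39. Its points lay 720 nt apart. Of genes without a miR-92a match, CDC25A was at −0.31, RAB2A at −0.29 and SSR1 at −0.17. RAP1B, with 1 match in the tail, was at −0.36, and SLC38A2, also with 1 in the tail, at −0.27. The points of these genes lay 120 nt (CDC25A), 40 nt (RAB2A), 3220 nt (SSR1), 440 nt (RAP1B) and 1140 nt (SLC38A2) from those of TEX, so that of the genes named here RAB2A alone meets the limit of 100 nt used for groups. From the larger fall of bodies with binding sites than of tails, the paper states that body and tail of cleaved transcripts are under separate miRNA control. It also cites a smaller change of whole transcripts than of bodies. In transcripts without a predicted cleavage site, it reports a smaller difference between coding sequence and 3′-UTR (Fig. 4e).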

Interestingly, the conventional analysis of the entire transcripts showed a smaller change in expression than that of the transcript body (*p* ≤ 9.4e−7, see Fig. 4c, green vs. blue lines and Supplementary Fig. 14a green vs. blue boxplot; Supplementary Fig. 14b, *p* ≤ 2.2e−16, and Supplementary Fig. 14c; and representative examples in Fig. 4d). These results suggest that conventional analysis of the entire transcript (which average the effect of possibly separated body and tail fragments) might undervalue the overall effect of miRNA regulation.

To verify that the different effects of the miRNA observed for body and tail are associated with the cleavage position, we conducted a similar analysis comparing the effect of the miRNA on CDS vs. 3′-UTR in transcripts that were not predicted to have cleavage sites. As shown in Fig. 4e, the difference between the expression fold change (FC, shown in log_2_ scale) between the CDS and the 3′-UTR was significantly smaller than the difference between the body and tail (*p* ≤ 7.9e−26 in transcripts with sites in either body/CDS or in tail/3′-UTR). 

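CDC25A, a known target of let-7, has 3 let-7 seed matches in its body. Its body coverage was 527.4 in the control and 190.5 after let-7, and its tail coverage 785.3 and 315.6, so that body minus tail was −0.22 (log2), with points 120 nt apart. Over 82 genes with a let-7 match in the body, the median log2 ratio was −1.05 in the body and −0.85 in the tail, and body minus tail was −0.20 (95% bootstrap interval over genes −0.23 to −0.16, percentile 10.6 of matched random lists). Over 582 genes without one it was −0.18 (−0.19 to −0.17), and the difference of both medians was −0.021 (−0.063 to 0.013). With points within 500 nt that difference was −0.023 (−0.037 to −0.006). In the 10 genes whose match lay in the 3′-UTR part of the body, body minus tail was 0.39 (−0.19 to 0.69), and over 40 such genes with points within 500 nt it was −0.19 (−0.22 to −0.11). Of 41 measured let-7 targets, 21 had a higher tail than body, 1 a lower one and 19 were not called, with a median of 0.25 at percentile 98.4 (94.3 against lists not matched on coverage). HMGA1, an architectural chromatin protein, was at 0.04, BZW1 at 0.17 and NAP1L1 at 0.06. Over the table the tail was higher in 3999 genes and lower in 1383, with ZNF682 (1.45) and the ephrin receptor EPHA3 (1.37) among the largest values in the 3′-UTR.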

The same was demonstrated for let-7a transfection (Supplementary Fig. 14d). Analysis of the data for miRNAs with binding sites in the tail region was inconclusive (Supplementary Fig. 14e–h). 

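Over 40 genes with a miR-92a seed match in the tail alone, the tail had a median log2 ratio of −0.82 and the body one of −0.96. Body minus tail was −0.22 (95% bootstrap interval over genes −0.27 to −0.14), which differed by −0.034 (−0.087 to 0.066) from genes with no match at all. With points within 500 nt the difference was −0.042 (−0.066 to −0.016). Over 33 genes with a let-7 match in the tail alone, the body was at −1.07 and body minus tail was −0.18 (−0.24 to −0.11), which differed by −0.004 (−0.064 to 0.073) from genes with no match. The median of the let-7 tails lay at percentile 0.200 of matched random lists and the miR-92a tails at percentile 55.9. RAP1B, with a tail match for miR-92a, had tail coverage of 470.9 in the control and 421.8 after miR-92a, and SLC38A2 964.0 and 579.1, both with points beyond the limit used for groups.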

As most mammalian genes are known to have more than one APA site, several cleavages may occur in one transcript. Our analysis was based on the first cleavage point found computationally following TEX treatment, hence while the body fragment is clearly defined, it is difficult to predict the boundaries of the tail fragment and whether or not the predicted miRNA binding site is included within it.

Our findings demonstrate that many mRNA transcripts with canonical polyadenylation sites are processed post-transcriptionally through an alternative cleavage and polyadenylation mechanism. As a result of this process, the downstream cleaved fragment of the 3′-UTR remains uncapped and stable, and is maintained alongside its corresponding CDS as an independent entity. Since many RNAs are composed of more than one fragment, unbalanced stabilization kinetics between the different fragments under various biological conditions may favor abundance of one over the other. Hence, our discovery sheds a new light on biological processes such as RNA shortening^7^ and expression of independent 3′-UTR fragments^10, 11^. Moreover, separate analysis of the tail and body enables the identification of more miRNA targets (Fig. 4f).

## Discussion

Recently, the presence of 3′-UTR transcripts, separated from their associated mRNAs, was documented for some genes^10, 11^. Although these results may affect our current understanding of the transcriptome, a large-scale study of this phenomenon has not yet been performed.

Here, using a variety of molecular and genomic methods, we now show that thousands of mature poly(A) mRNAs, located mainly in the cytoplasm, are cleaved and polyadenylated post-transcriptionally at APA sites in their 3′-UTRs, and regions that were considered to be a part of the canonical transcripts are in fact autonomous uncapped “tail” units. Most likely, this widespread phenomenon, which occurs in thousands of genes, was overlooked due to the stable nature of the tails that makes them hard to detect using next-generation RNA-seq data. To overcome this difficulty, we systematically enriched for body or tail units based on the presence of 5′-cap modifications, followed by deep RNA-seq.

By analyzing these data we re-annotated the human transcriptome for novel cell type-specific cleavage positions, and identified thousands of 3′-UTR RNA tails that exist alongside their transcripts of origin. We further established our results by explicitly mapping transcript ends using 3′-end RNA-seq, and related the cleavage locations to known APA sites. These results indicate that in addition to termination and polyadenylation at the canonical polyadenylation site, additional cleavage and polyadenylation occurs within many transcripts. Treating these cells with the transcription inhibitor α-amanitin resulted in the accumulation of both “body” and “tail” units, suggesting that this 3′-UTR cleavage is transcriptionally independent and involves the processing of mature mRNA.

Our data suggest that cleaved RNAs are present in the cytoplasm more frequently than in the nucleus. These findings are supported by Furger and colleagues^16^ who described that APA isoforms with shorter 3′-UTRs are more frequent in the cytoplasm. In addition, although it is accepted that cleavage and polyadenylation occurs co-transcriptionally, our study as well as others^17, 18^ demonstrates that cleavage and polyadenylation at APA sites may occur post-transcriptionally as well. These two observations could be explained by mRNA retention in the nucleus followed by additional cleavage and export to the cytoplasm. Indeed, cleavage and polyadenylation in the nucleus are presented in Prasanth et al.^17^, describing that some transcripts (such as *CTN-RNA*) are retained in the nucleus and are cleaved post-transcriptionally upon stress conditions to produce new mRNA transcripts with shorter 3′-UTRs. In addition, Jenal et al.^18^ synthesized RNA fragments with WT or mutated PAS proximal APA sites and then incubated with nuclear extract of HeLa cells. In this in vitro assay, cleavage occurred at RNA fragments containing WT APA but not in RNA fragments containing mutated PAS^18^. Additionally, our observations could be also explained by cleavage and polyadenylation at APA sites in the cytoplasm. However, to date, there is no evidence of such mechanisms.

While the observation and characterization of thousands of uncapped tail fragments raise an intriguing question of their biological function and importance, we cannot overrule the possibility that some of these fragments are byproduct results from APA usage due to a fail-safe mechanism ensuring full transcription and correct splicing are obtained to produce mature 3′ ends^19^.

miRNAs are known to regulate mRNA transcripts by binding primarily to the 3′-UTRs. Hence, we assessed the impact of our findings by evaluating the effect of the transfection of a given miRNA on its targets by evaluating the expression of the “body” and “tail” fragments with binding sites independently rather than the entire transcript, as has been done in conventional analyses. Our analysis demonstrated that following miRNA overexpression, the entire transcript shows a significantly smaller change in expression compared to the transcript body. We find this to be especially significant, as in many cases transcripts that were not found to be down-regulated significantly by the “conventional” analysis of the full transcript were found to be down-regulated when only the body was considered. Previous studies demonstrated that miRNA binding sites near the ends of transcripts are more effective^1,20^. Therefore, 3′-UTR shortening could be used as a global regulatory tool to increase the effectiveness of binding sites upstream of the cleavage point by shortening their distance from the transcript 3′ end. Indeed, repression by miRNAs was more effective in transcripts with shortened 3′-UTRs compared to those with longer 3′-UTRs^21^.

Our study provides a mechanistic explanation for these findings, as most likely the binding site of the miRNA only affected the body and the tail was not affected by the miRNA regulation. Moreover, our findings have a high impact on previous miRNA expression analyses, as most miRNA studies evaluated their regulatory effect using cDNA microarrays, which were usually designed to hybridize to the 3′-UTR ends of transcripts. Our data indicate that such an analysis could be systematically biased and might overlook the actual decrease in “body” mRNA expression. We believe that our results will similarly impact additional fields, e.g., studies related to RNA binding proteins.

Overall, our study sheds new light on the transcriptome and calls for a new perspective on the post-transcriptional regulation of genes through their 3′-UTRs. Furthermore, the discovery of thousands of processed 3′-UTR RNAs uncovers a significant class of RNA with diverse potential biological properties.

## Methods

### Mice

C57BL6/J mice were maintained and bred under specific pathogen-free conditions in the Hebrew University animal facilities. All mouse studies were performed under protocol MD-16-14863 approved by the Hebrew University Institutional Animal Care and Use Committee. All mice were used for experiments between ∼8 and 12 weeks.

### Mouse T cell isolation

T cells were isolated from C57BL/6J (WT) mice spleens with an EasySep™ Mouse CD90.2 Isolation Kit (#18951) according to the manufacturer’s instructions (STEMCELL Technologies).

### Nuclear/cytoplasmic RNA extraction

Two million isolated T cells were subjected to Nuclear and cytoplasmic RNA extraction using the Cytoplasmic and Nuclear RNA Purification Kit (Norgen Biotek, 21000) following additional step of an on-column DNA removal using DNase I (NEB-M0303S).

### qRT-PCR and cDNA preparation

cDNA was synthesized using ProtoScript First Strand cDNA Synthesis Kit with oligo-dT primers (New England BioLabs Inc.; E6300L). qRT-PCR was then performed using QuantStudio 12K Flex Real Time PCR system with a Power SYBR green PCR Master Mix Kit (Applied Biosystems).

Reaction was performed as follows:

1. 50 °C 2 min, 1 cycle.
2. 95 °C 10 min, 1 cycle.
3. 95 °C 15 s -> 60 °C 1 min, 40 cycles.
4. 95 °C 15 s, 1 cycle.
5. 60 °C 1 min, 1 cycle.
6. 95 °C 15 s, 1 cycle.

Data were normalized to Human/Mouse endogenous control (UBC) and analyzed using the ΔΔCt model unless otherwise indicated. Each experiment was performed in triplicates and was repeated three times. Student’s *t*-test was used with 95% confidence interval.

Lists of all primers used in these experiments are presented in Supplementary Tables 1 and 2.

### RACE analyses

Total RNA was extracted with QIAzol Reagent (Qiagen; 79306). One microgram of total RNA was subjected to SMARTer^®^ RACE 5′/3′ Kit (Clontech Laboratories; 634858) according to the manufacturer’s protocol. Then, PCR was preformed to RACE-Ready cDNA using the kit forward universal Primer and reverse Gene-Specific Primers listed in the primers list. PCR products were purified from agarose gel using NucleoSpin Gel and PCR Clean-up Kit (Macherey-Nagel; 740609) and were sequenced using ThermoFisher 96-capillary 3730xl DNA Analyzer. See Supplementary Table 3 for primers list for 5′-RACE experiments.

### Northern blot analysis

PolyA+RNA samples (0.5 µg) were denatured for 10 min at 65 °C in RNA loading buffer containing 40% formamide and 1.3 M formaldehyde, and then separated on 1.6% agarose gel containing 1.17 M formaldehyde in 20 mM MOPS, 2 mM Na-Citrate and 1 mM EDTA (pH 8.0). RNA was transferred to Zeta-Probe membrane (Bio-Rad) by capillary transfer in 10× SSC (1.5 M NaCl and 150 mM Na-citrate). For Actb probing specific riboprobes were used. For synthesis of the riboprobes a template containing the T7 promoter upstream to Actb antisense were PCR-amplified using oligonucleotides presented in the “primers list”. In vitro RNA transcription of the riboprobe was done using 600 ng of the PCR template, 0.5 mM of each CTP, GTP, and UTP, 20 µM ATP, and 30 µCi [^32^P]αATP. See Supplementary Table 4 for primers used to generate riboprobes.

### RNA-sequencing

RNA was extracted from cells using QIAzol Reagent (Qiagen; 79306) and treated with DNase I (NEB-M0303S). Five micrograms of RNA for each sample was processed with the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB; E7490) and further processed with the NEBNext Ultra Directional RNA Library Prep Kit (NEB; E7420S) or 3′–3′-mRNA-Seq Library Prep Kit (lexogen; 015UG009V0211).

### 5′- CAP RNA immunoprecipitation

For preclearing, 4 µl mouse IgG1 anti-Flag (A2220; Sigma) was added to 40 µl Protein G Agarose beads (E3403; Sigma) suspended in 0.5 ml PBS for 1.5 h in tumbling 4 °C. After two washes with PBS, the anti-Flag-coated beads were added to the poly(A) selected RNA extract in 0.5 ml binding buffer (50 mM Tris, 150 mM NaCl, 0.5% Triton, and 1 µl Murine RNAse inhibitor (NEB-M0314S)) and incubated for 1.5 h in 4 °C. Precleared RNA samples were then subjected to 5′-CAP RNA immunoprecipitation using 5 µl (1:100 dilution) anti-Cap antibody (Merck anti-m3G-cap, m7G-cap antibody, clone H-20) and incubated O/N in 4 °C. Then, RNA immune complexes were incubated with 40 µl of Protein G Agarose beads for 4 h in RT following four washing steps using wash buffer (50 mM Tris, 150 mM NaCl, 0.1% Triton, and 1 µl murine RNAse inhibitor). Beads were then re-suspended with 100 µl elution buffer (wash buffer containing 3 µl proteinase K NEB-P8107S and 0.1% SDS) and incubated for 15 min at 65 °C. The elution step was repeated one more time. Finally, 800 µl QIAzol was added to the 200 µl eluted RNA.

Three replicates were used for this experiment.

### 3′-RNA capping and pulldown

RNA was poly(A) selected using NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB-E7490S). The elution step was skipped at this point and instead poly(T) beads/RNA complexes were washed with 50 mM Tris-HCl in DEPC water and then subjected to “on beads” capping using biotinylated GTP with the Vaccinia Capping System according to the manufacturer’s instructions (NEB-M2080S—15 µl DEPC water, 2 µl 10× Capping Buffer, 1 µl Vaccinia Capping Enzyme, and 1 µl Biotin-11-GTP (Perkin-Elmer; NEL545001EA)). Beads were then washed twice with the NEBNext Poly(A) mRNA Magnetic Isolation Module and proceeded with the RNA elution protocol. After elution, labeled RNA with biotinylated GTP was pulled down using Dynabeads MyOne Streptavidin C1 (Invitrogen; 65001) according to the manufacturer’s instructions.

Three replicates were used for this experiment.

### Terminator phosphate-dependent TEX treatment

For RNA-seq analysis DNase I-treated, poly(A) selected RNA was treated with Terminator 5′-Phosphate-Dependent Exonuclease (Epicentre; TER51020) according to the manufacturer’s instructions. Reaction was deactivated and RNA was purified using RNA Clean-Up and Conc MICRO-Elute Kit (Norgen; 61000).

Three replicates were used for this experiment.

### Generation of pGL3 luciferase reporter constructs

pGL3 luciferase reporter constructs were created by cloning of 3′-UTR sequences of *ST6GALNAC4* or *RAP1B* (WT/mutant) into the *Xba*I site located at 3′-UTR of pGL3-Control vector.

See Supplementary Table 5 for primers used for cloning and Supplementary Notes 1 and 2 for the sequences of the cloned 3′-UTRs.

### Transfection and α-amanitin treatment

U2OS, HEK-293, and HEK-293T cell lines were obtained from ATCC and grown in Dulbecco’s modified Eagle’s medium, supplemented with 10% fetal calf serum, 100 units/ml penicillin, and 100 μg/ml streptomycin at 37 °C.

For transfection, HEK-293 cells were plated on 35 mm plates in 40% confluency and grown for 16 h.

Transfection of pGL3 luciferase reporter vector was performed using TransIT-LT1 transfection reagent according to thr manufacturer’s instructions. Cells were collected for analysis 24 h after transfection.

Transfection of miRNA, synthetic miR-92a-3p, let-7, or negative control dsRNA was performed using TransIT-X2TM Dynamic Delivery System according to the manufacturer’s instructions. Cells were collected for analysis 40 h after transfection. Three replicates were used for this experiment.

To inhibit RNA polymerase II transcription activity, U2Os cells were incubated with α-amanitin (10 µg/ml; Sigma) for 6 or 9 h at 37 °C.

All cell lines were tested for mycoplasma contamination using EZ-PCR Mycoplasma Test Kit (Biological Industries; Cat. No. 20-700-20).

### RNA-Seq analysis

*Trimming and filtering of raw reads*: NextSeq basecall files were converted to FASTQ files using the bcl2fastq (v.2.15.0.4) program with default parameters.

*QC preprocessing*: Raw reads were inspected for quality issues with FastQC (v.0.11.2), and were quality trimmed at both ends to a quality threshold of 32. Adapter sequences were then removed using cutadapt (version 1.7.1), through the Trim Galore! interface (version 0.3.7), leaving only reads of length above 15 nt. The remaining reads were further filtered to remove very low quality reads, using the fastq_quality_filter (FASTX package, version 0.0.14), with a quality threshold of 20 at 90% or more of the read positions.

*Genomic mapping of RNA-seq data*: The processed FASTQ files were mapped (using TopHat, v.2.0.13)^22^ to the human genome and transcriptome (hg19). Reads that after processing were left as a pair, as well as reads for which only one of the pair mates remained, were used for further analyses. Mapping allowed up to 2 mismatches per read, a maximum gap of 5 bases, and a total edit distance of 7.

### 3′-end RNA-seq analysis

*Trimming and filtering of raw reads*: NextSeq basecall files were converted to FASTQ files using bcl2fastq (v.2.17.1.14). Reads were screened and preprocessed similarly to the described above, an additional step of removing polyA sequences from the 3′ ends of reads was performed with cutadapt, using a 75-mer oligo-A sequence as the “adapter” and a minimal overlap of 2.

*Mapping and peak calling*: The processed FASTQ files were then mapped to the human transcriptome and genome using TopHat (v.2.0.13)^22^, allowing up to 3 mismatches per read, a maximum gap of 5 bases, and a total edit distance of 8. Peaks were called using mapped reads from all samples, using findPeaks (Homer package, v.3.12)^23^, with “-region -size 200 -minDist 250 -strand” parameters. Peaks found within transcripts or up to 5 kb downstream of promoters were included in a GTF file and processed by the DEXSeq package.

### Segmentation to body/tail using transcript read coverage

Analysis was performed separately for each transcript/treatment (TEX, 3′-pulldown, CAP IP). First, the average read coverage for both treatment and control were calculated for overlapping 50 bp windows (in 20 bp offsets) along the coding regions and 3′-UTR (excluding introns). Coverage values were then transformed to log scale.

Next, we trained a linear regression model to correct for different transformations of the results in control and various treatments. For this, we considered all windows that overlap coding regions (from all transcripts), and fitted a linear regression model *Y* = *aX* + *b* for each treatment, where *Y* is the log-transformed set of coverages along the transcript for every treatment, and *X* is the log-transformed coverages for control. This allowed us to overcome experiment-specific bias and infer the offset and ratio between mean read coverage (per window) in every treated condition and control. We then applied the linear model to yield the expected read coverage for each transcript along both coding and 3′-UTR windows, and deviations from the regression model were calculated.

Next, we trained an HMM^24, 25^ with two internal states corresponding to “Body” and “Tail” regions, allowing a single transition from the “Body” to the “Tail” state. Each state was characterized with a Gaussian emission of continuous variables (with shared variance). The parameters of the model were optimized using the Baum–Welch (Expectation–Maximization) algorithm, using maximum likelihood estimations. Finally, the most probable Body/Tail cleavage point was identified for every transcript/treatment as the maximum likelihood transition point between the Body and Tail states, using the Viterbi algorithm.

### miRNA analysis

For this analysis, a custom annotation defining the body and tail regions as independent transcripts was built based on the statistically significant cleavage sites found in the 3′-UTR of transcripts by our HMM model in HEK-293 cells treated with TEX (“TEX-HMM cleavage sites”). The custom annotation was based on the hg19 RefSeq annotation from UCSC. The end coordinate of the last exon of the conventional transcript was changed to the coordinate of the TEX-HMM cleavage sites. A new “tail” transcript was added to the annotation and defined as a single exon transcript with its start site defined as the TEX-HMM cleavage site plus 1 and its end as the end coordinate of the original transcript. The gene_id, gene_name, and transcript_id of the new “tail” transcript remained identical to the original transcript with the addition of “B” at the end. This custom annotation was then used as the annotation file for the remainder of the differential gene expression analysis, which used HTSeq-count for counting reads in features (using the “exon” as feature type, “transcript_id” as the id attribute, and the “intersection-nonempty” mode), and DESeq2^26^ with default parameters for the differential gene expression analysis, comparing the data between miRNA and control transfections. Transcripts with perfect base pairing to a 7-mer miRNA seed were considered as the miRNA targets.

See Supplementary Note 3 for miRNAs sequences used.

### Data availability

The sequencing data generated during the course of this study are available at the Gene Expression Omnibus (GEO) under accession GSE84068. The HMM software is available via github at https://github.com/eranroz/polyA. The data that support the findings of this study are available from the corresponding author upon request.

## Electronic Supplementary Material

Supplementary Information

Descriptions of Additional Supplementary Files

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

# Supplementary material for: Post-transcriptional 3´-UTR cleavage of mRNA transcripts generates thousands of stable uncapped autonomous RNA fragments
**Source:** Nat Commun. 2017 Dec 11;8:2029. doi: 10.1038/s41467-017-02099-7
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Figures:**

| 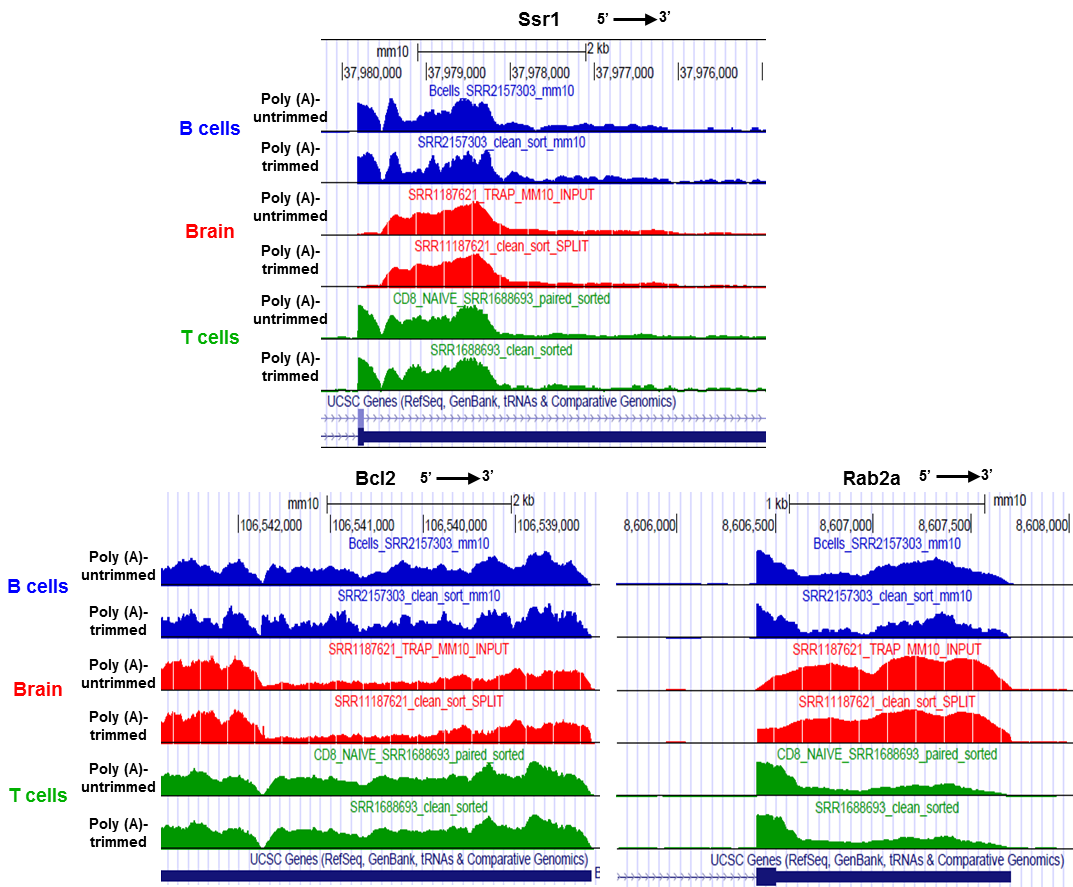 |
| --- |
| **Supplementary Fig. 1** RNA-seq read coverage for Ssr1, Bcl2, and Rab2a in mouse T cells, B cells, and brain tissue. To exclude the possibility that observed gaps in coverage are due to poor mapping following RNA polyadenylation, we compared the coverage without (top) or with (bottom) trimming of poly(A) runs at read ends. |

| **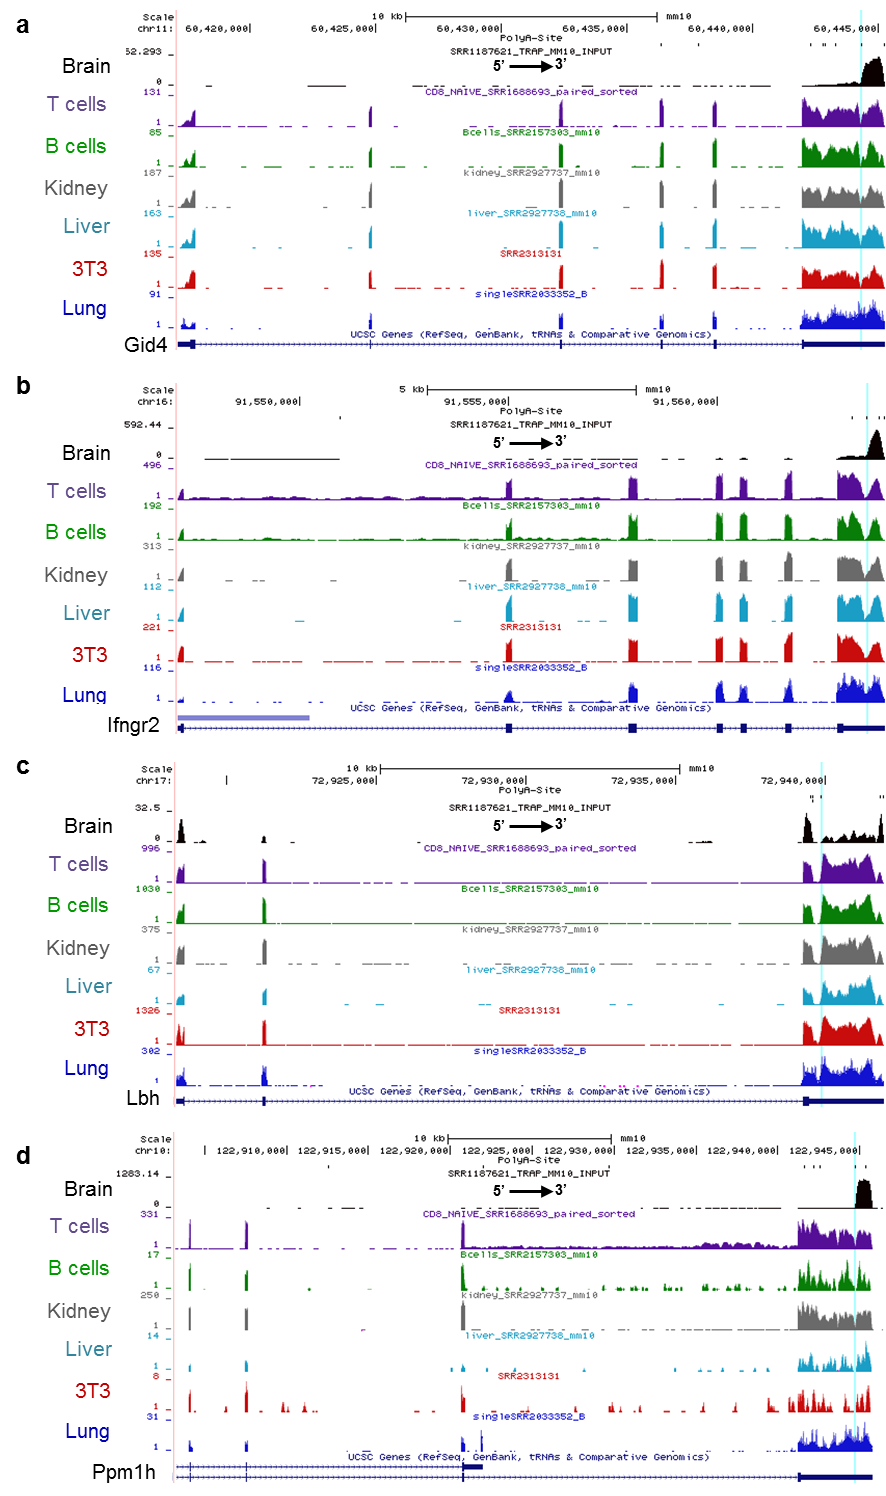** |
| --- |

| **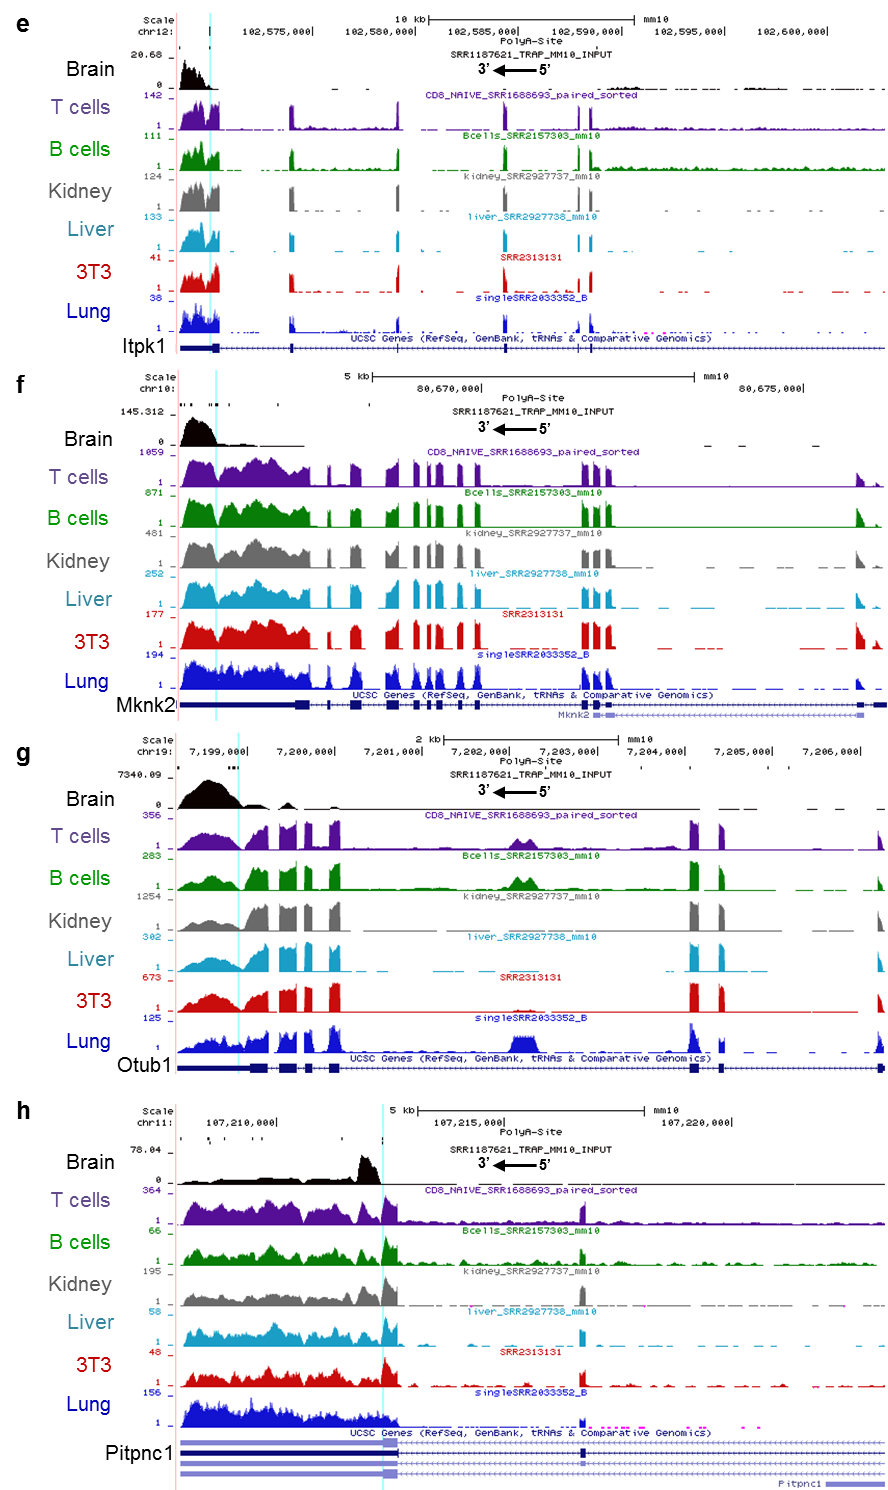** |
| --- |

| **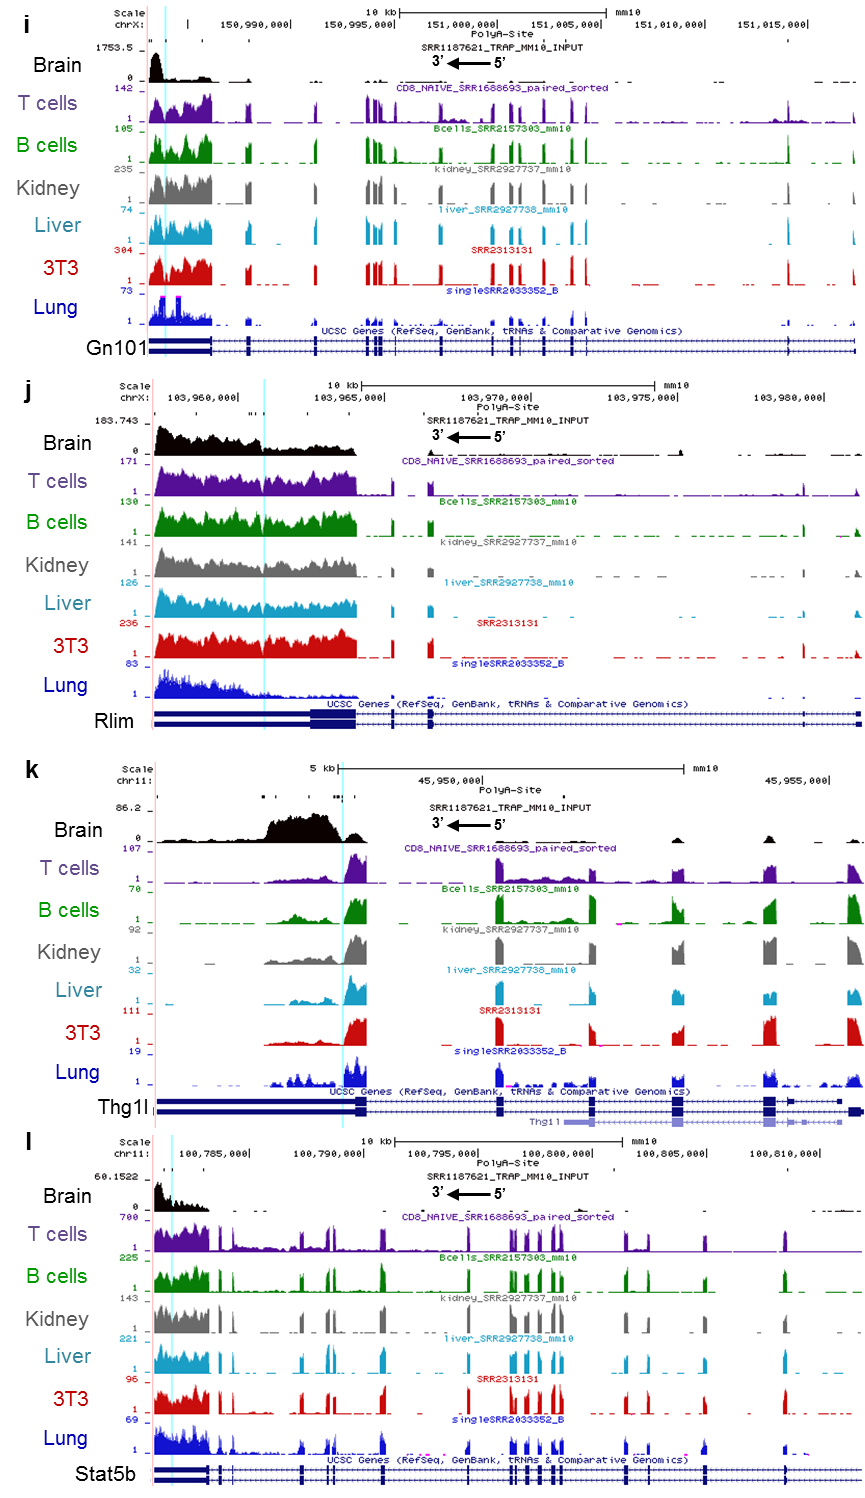** |
| --- |

| **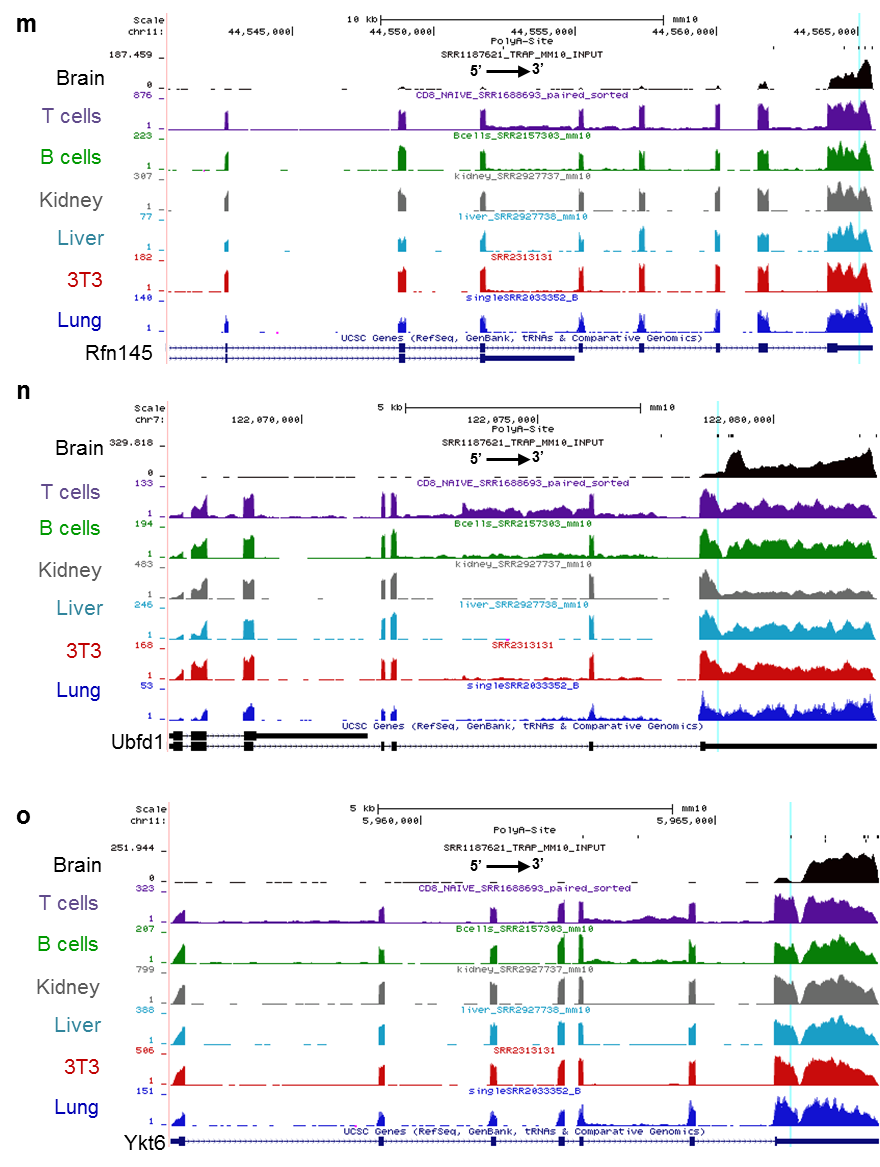** |
| --- |
| **Supplementary Fig. 2**  RNA-seq read coverage for Itpk1, Mknk2, Otub1, Pitpnc1, Gid4, Infgr2, Lbh, Ppm1h, Gn101, Rlim, Thg1l, Stat5b, Rfn145, Ubfd1 and Ykt6 in mouse brain tissue ([SRX484869](https://www.ncbi.nlm.nih.gov/sra/SRX484869%5baccn%5d)), T cells (SRX793419), B cells (SRX1144018), Kidney (SRX1421800), liver (SRX142180), 3T3-NIH (SRX1210977) and lung (SRX1033584), demonstrating a gap in the 3’UTR (marked by light blue line), as well as uneven levels of RNA upstream and downstream of the gap site. |

| 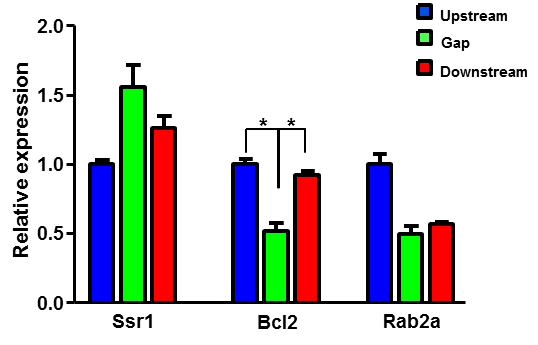 |
| --- |
| **Supplementary Fig. 3** qRT-PCR analysis of upstream, gap and downstream regions from total RNA extraction from naïve T cells of Ssr1, Bcl2 and Rab2a genes. *P<0.05, (two-tailed Student’s t-test). Results are representative of three independent experiments. Error bars, s.d. |

| 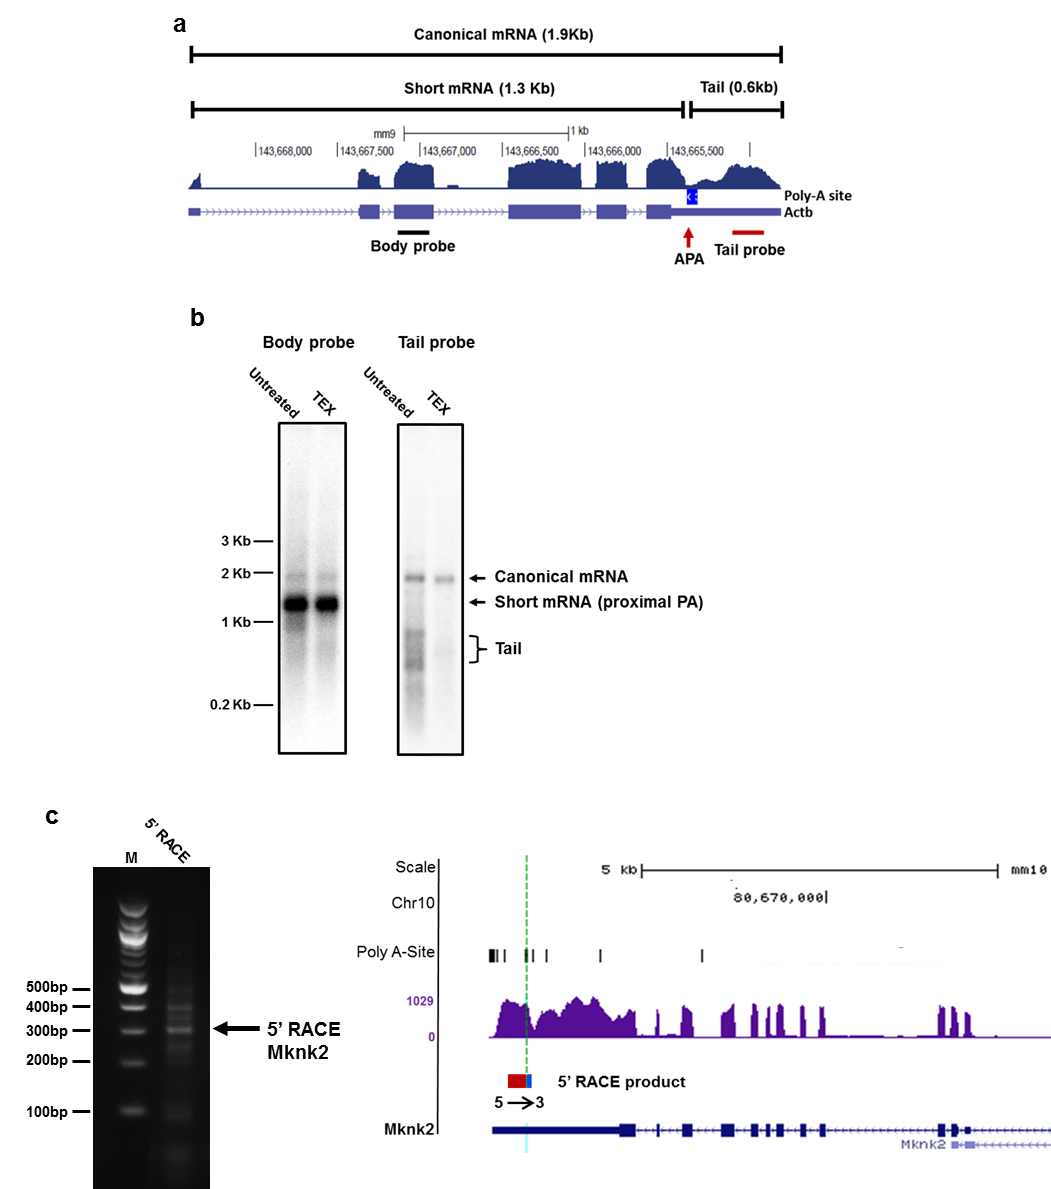 |
| --- |
| **Supplementary Fig. 4** Northern blot analysis of Actb RNA (**a**-**b**) and 5’RACE analysis of Mknk2 RNA (**c**). **a** Actb presented APA site corresponds to a cleavage in RNA-seq data from mouse heart (SRX1421799). **b** Northern blot of Actb. 0.5µg of PolyA+ RNA separated on 1.6% agarose from mouse heart. Riboprobes for CDS (body) and 3’UTR (tail) were used in control RNA samples and after TEX treatment. **c.** 5’RACE: Sequencing PCR product of 5’ Rapid amplification of cDNA ends of Mknk2 identified the 5’ end of 3’UTR tail fragment is in correspondence with APA site. Red box: mapped sequence to the corresponding gene. Blue box: 5' RACE annealed oligonucleotide. See Supplementary Data 2 for the sequences of the 5’RACE product. |

| 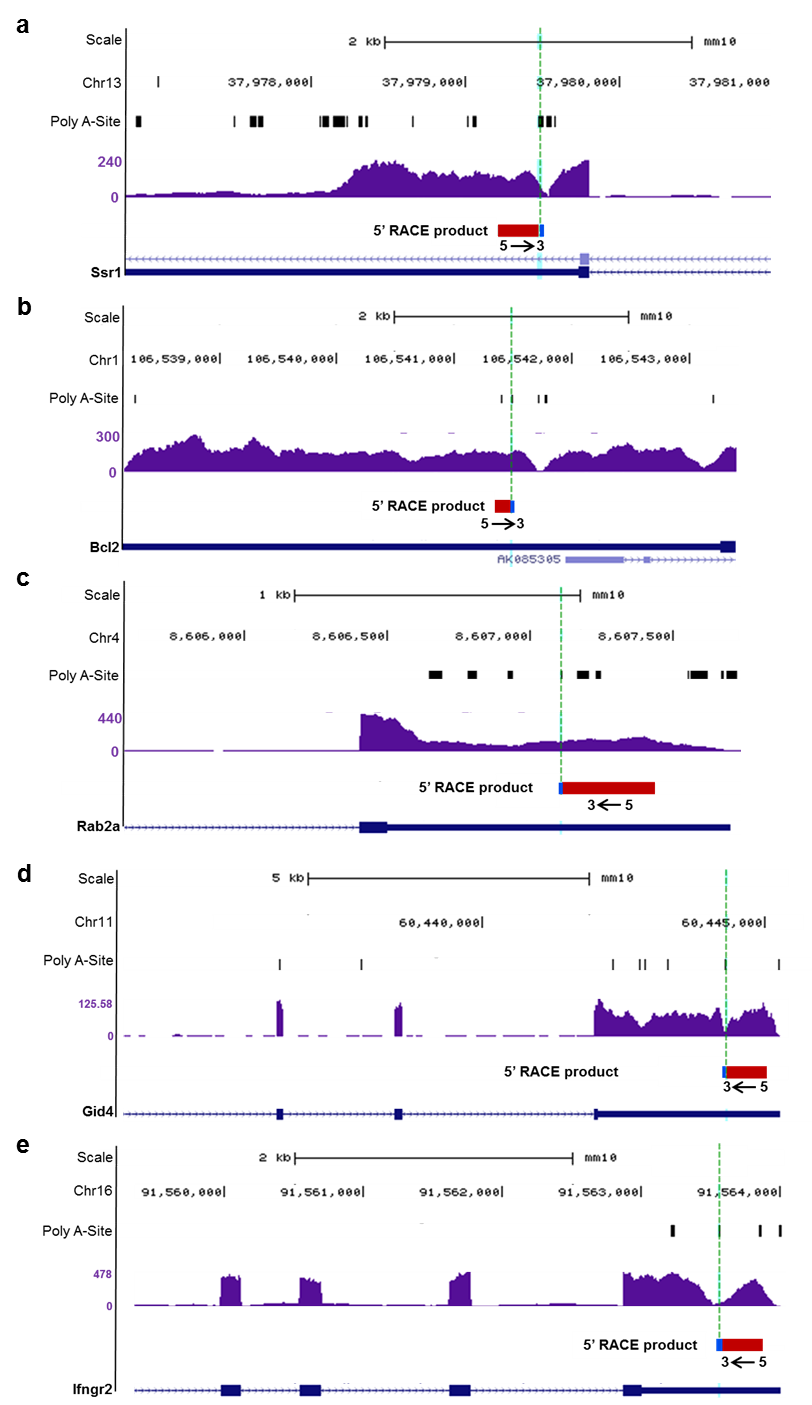 |
| --- |
| **Supplementary Fig. 5 a-f** 5’RACE: PCR products of 5’ Rapid amplification of cDNA ends of Ssr1, Bcl2, Rab2a, Gid4 and Ifngr2 were sequenced. 5’ end of 3’UTR tail fragment is mapped adjacently to APA site. Red box: mapped sequence to the corresponding gene. Blue box: 5’ RACE annealed oligonucleotide. See Supplementary Data 2 for the sequences of the 5’RACE products. |

| 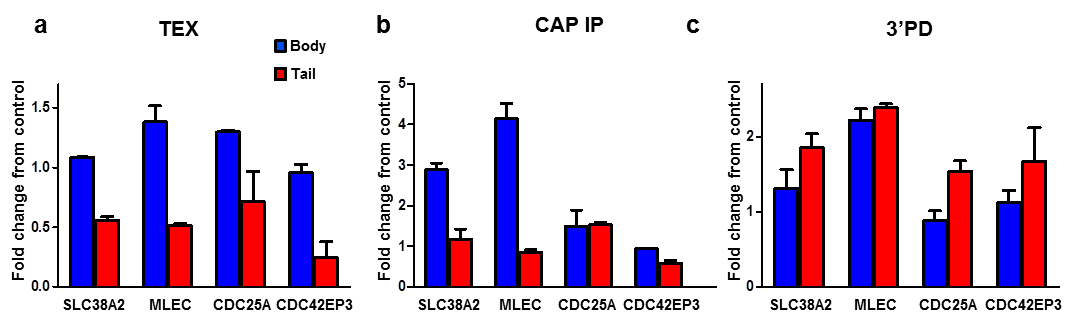 |
| --- |
| **Supplementary Fig. 6 a** qRT-PCR measurements of body and tail after polyA selection and treatment with TEX. **b** qRT-PCR measurements of body and tail after polyA selection and immunoprecipitation with anti-CAP antibody. **c** Vaccinia Capping System was used to cap an uncapped RNA with an addition of biotinylated GTP. qRT-PCR measurements of body and tail after polyA selection and pulldown with Streptavidin beads for a biotinylated capped RNA. Expression levels were normalized to Ubc and the body fragment was used as a reference to expression level. *P < 0.05, **P < 0.01 and ***P < 0.001 (two-tailed Student’s t-test). Results are representative of three independent experiments. Error bars, s.d. |

| 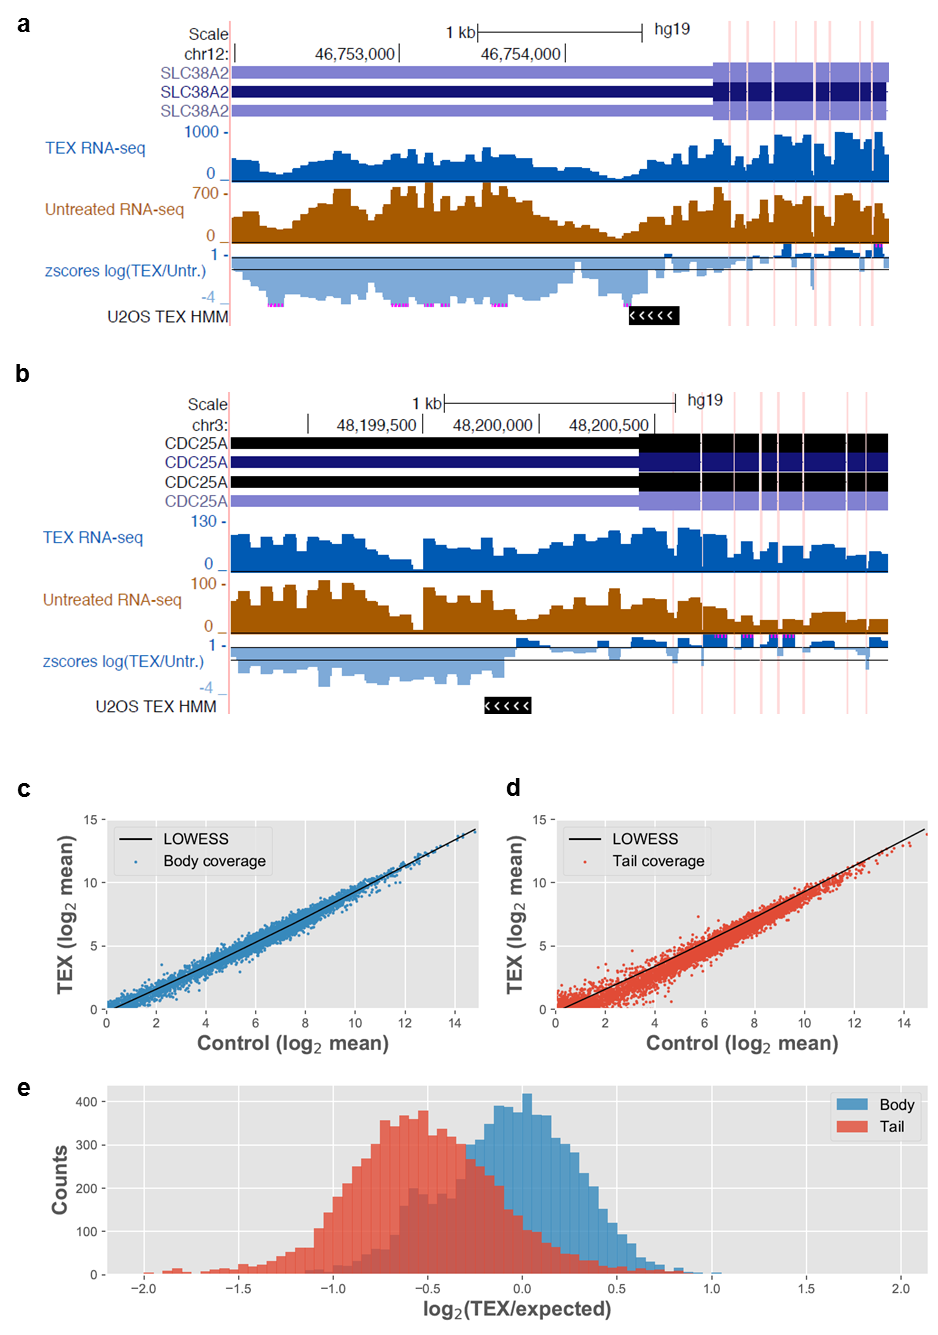 |
| --- |
| **Supplementary Fig. 7 a-b** RNA-seq read coverage following TEX treatment (blue) or untreated (brown) for SLC38A2 (**a**) and CDC25A (**b**) genes in U2OS cells. Introns are hidden (marked by vertical pink lines). Also shown (bottom of each plot) are the z scores of the log ratio between the two conditions (calculated based on body). Horizontal lines mark +/- 1 s.d.. A black rectangle marks the predicted position of cleavage point, following which the z scores tend to deviate away. **c-d** Gaussian HMM was used to evaluate TEX/RNA-seq ratio along the transcript to determine cleavage point by which difference in the TEX compared to RNA-seq in U2OS cells was observed. Then transcripts in which the breakpoints fall upstream of the coding end site were filtered. By breaking the transcript to body and tail segments, before and after the cleavage point respectively, we note the difference in the TEX/RNA-seq: (**c**) TEX compared to control in the body segment. **d** TEX compared to control in the tail segment. **e** Comparing the expected TEX according to the control to the actual TEX in body and tail segments.   \| 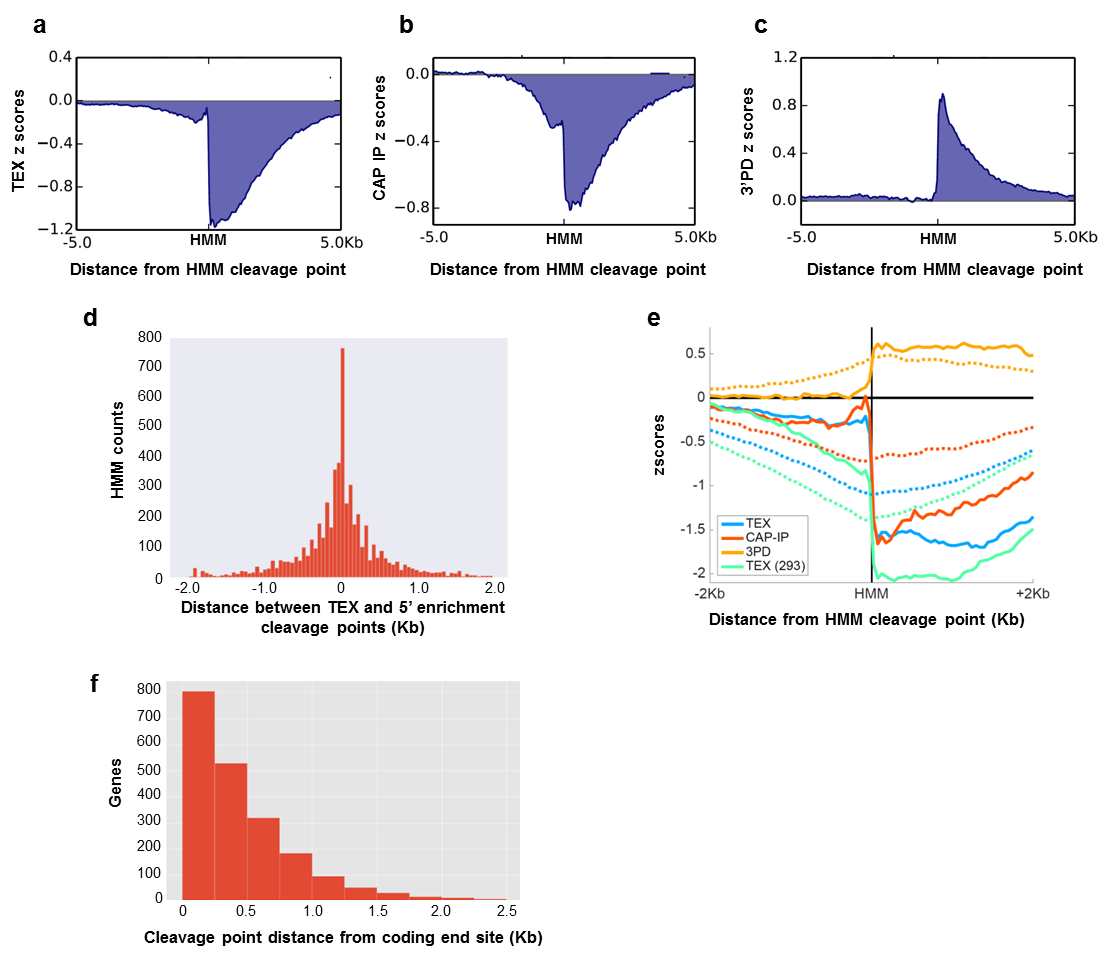 \| \| --- \| \| **Supplementary Fig. 8 a-c** Meta-gene analysis of normalized read coverage ratio (standard deviations from “body”) of cells treated with TEX (**a**), CAP IP (**b**), or 3’PD (**c**), centered around HMM predicted cleavage site in TEX treated cells. Tail units (right) show reduced coverage relative to body in TEX and CAP IP, or increased coverage in 3’PD. **d** Distance between TEX and 5’ enrichment HMM points. **e** For each of the four treatments (TEX, CAP IP, 3’PD in U2OS cells, and TEX in HEK-293 cells), we aligned all statistically significant UTRs (longer than 2Kb) by the predicted HMM cleavage point, and computed the average z scores in +/-2Kb windows. As shown, all treatments tend to show near average signal (z score ~ 0) upstream, with sharp deviations following the predicted cleavage point. These include elevated RNA-seq coverage following 3’PD, or weaker RNA-seq coverage following TEX and CAP IP. Dotted lines correspond to similar analysis using random positions in random UTRs (longer than 2Kb). **f** Distribution of distances of TEX HMM points from coding end site. \|  \| 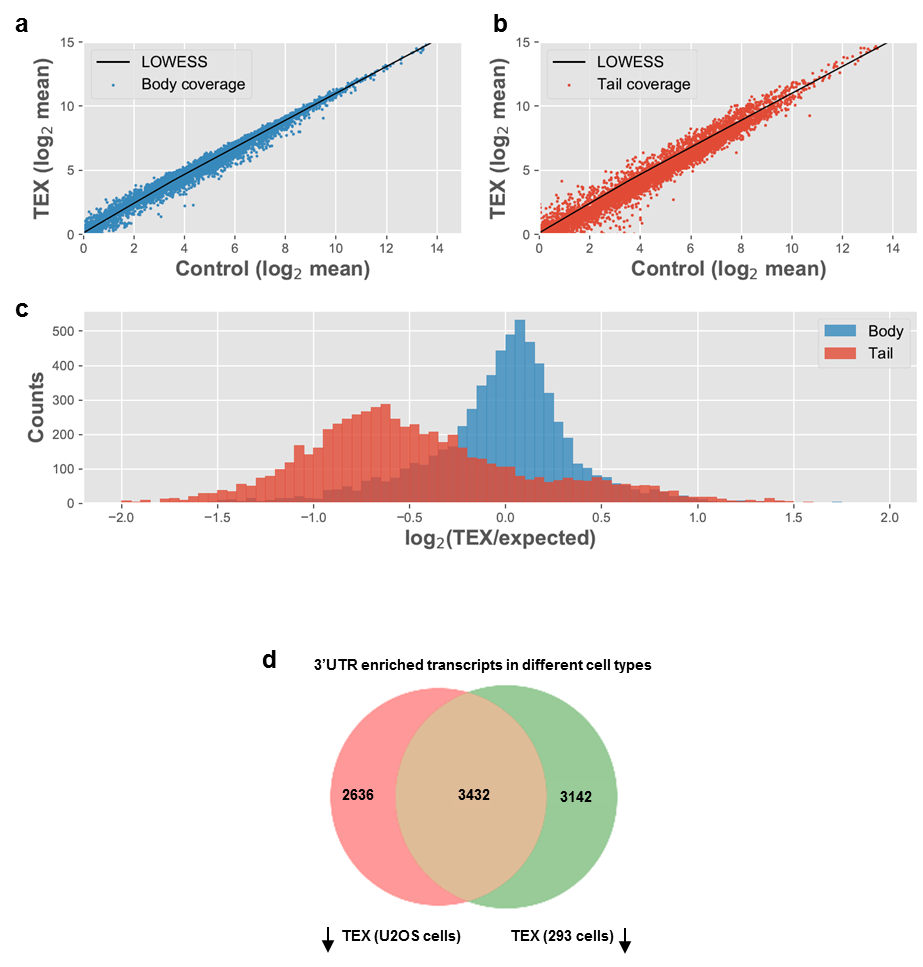 \| \| --- \| \| **Supplementary Fig. 9** **a-b** Gaussian HMM was used to evaluate TEX/RNA-seq ratio along the transcript to determine cleavage point by which difference in the TEX compared to RNA-seq in HEK293 cells was observed. Then transcripts in which the breakpoints fall upstream of the coding end site were filtered. By breaking the transcript to body and tail segments, before and after the cleavage point, respectively, we note the difference in the TEX/RNA-Seq: **a** TEX compared to control in the body segment. **b** TEX compared to control in the tail segment. **c** Comparing the expected TEX according to the control to the actual TEX in body and tail segments. **d** Venn diagram comparison of genes found to differ (p < 0.01 with FDR correction) in their body/tail coverage distribution for TEX relative to the control in U2OS and HEK293 cells. \| |

| 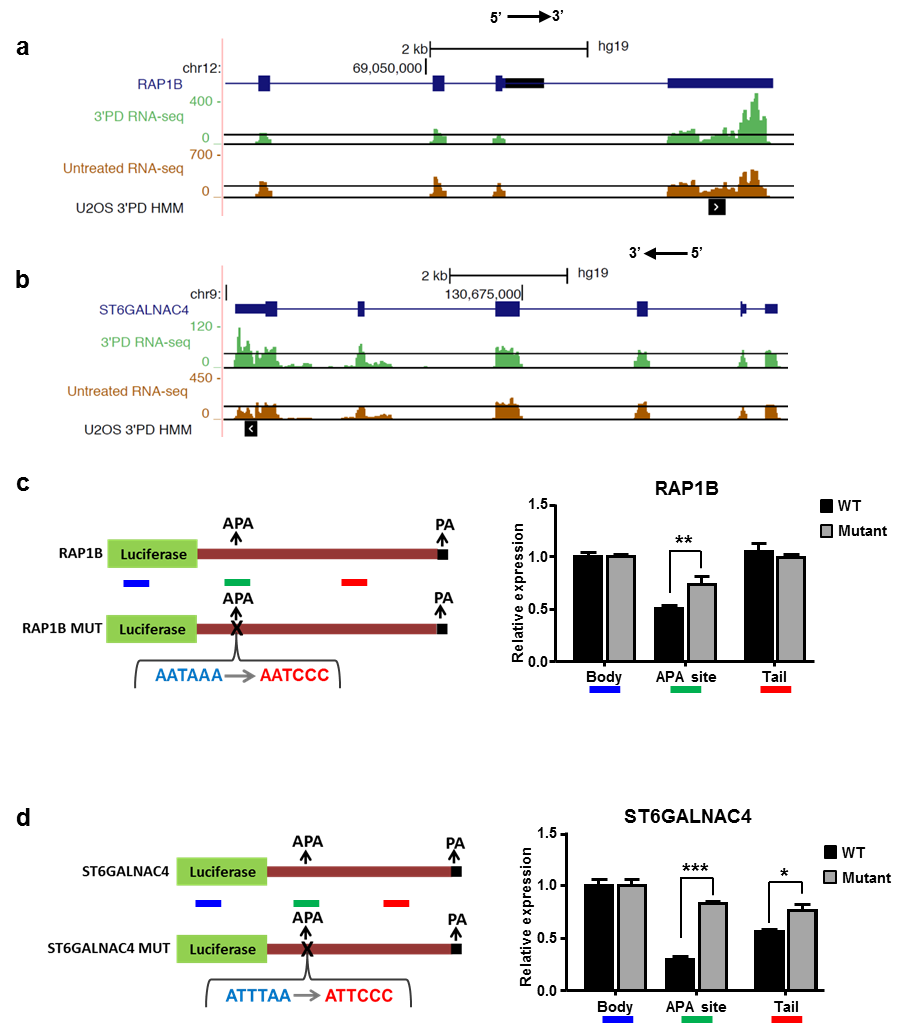 |
| --- |
| **Supplementary Fig. 10** 3’UTR of RAP1B (**a**) and ST6GALNAC4 (**b**) was cloned into pGL3 promoter luciferase reporter system. For each clone, we mutated the APA site and used 3 sets of primers for qRT-PCR analysis for amplifying body, tail and the APA site. **c-d** Relative expression of the APA indicates a significant decrease in expression in the cytoplasm RNA fraction in the WT 3’UTR (black bars) compared to the mutated clones (gray bars). Data are normalized to the first sample (Body of WT). *P < 0.05, **P < 0.01 and ***P < 0.001 (two-tailed Student’s t-test). Error bars represent s.d. of three independent experiments **(c, d)**. |

| 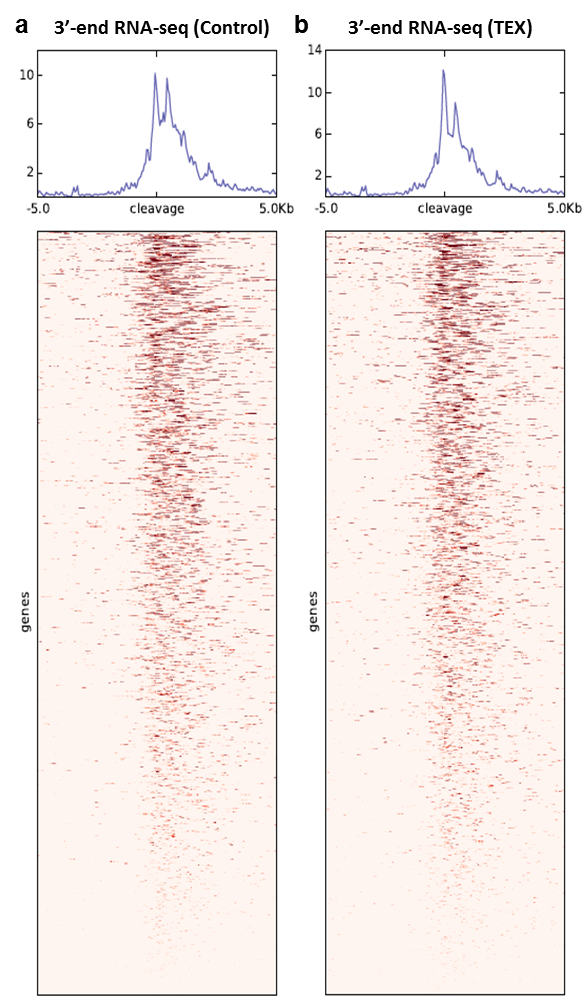 |
| --- |
| **Supplementary Fig. 11 a-b** Meta-gene analysis and heatmaps showing 3’-end RNA-seq read coverage around HMM predicted cleavage points for untreated (**a**) and TEX treated cells (**b**). Note relative decrease in strength of distal 3’-end peak following TEX. |

| 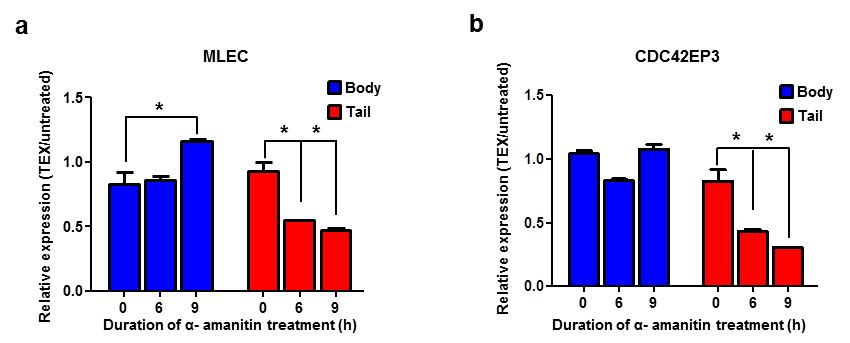 |
| --- |
| **Supplementary Fig. 12 a-b** U2OS cells were treated with α-amanitin (10µg/ml) for 6 or 9 hours or left untreated. Cytoplasmic RNA was then treated with TEX and subjected to qRT-PCR analysis using two sets of primers for the body or the tail of MALC (**a**) and CDC42EP3 (**b**). Histograms represent relative expression in the TEX treated RNA versus relative expression in TEX-untreated RNA. Expression levels were normalized to UBC. *P<0.05 (two-tailed Student’s t-test). Results are representative of three independent experiments. Error bars, s.d. |

| 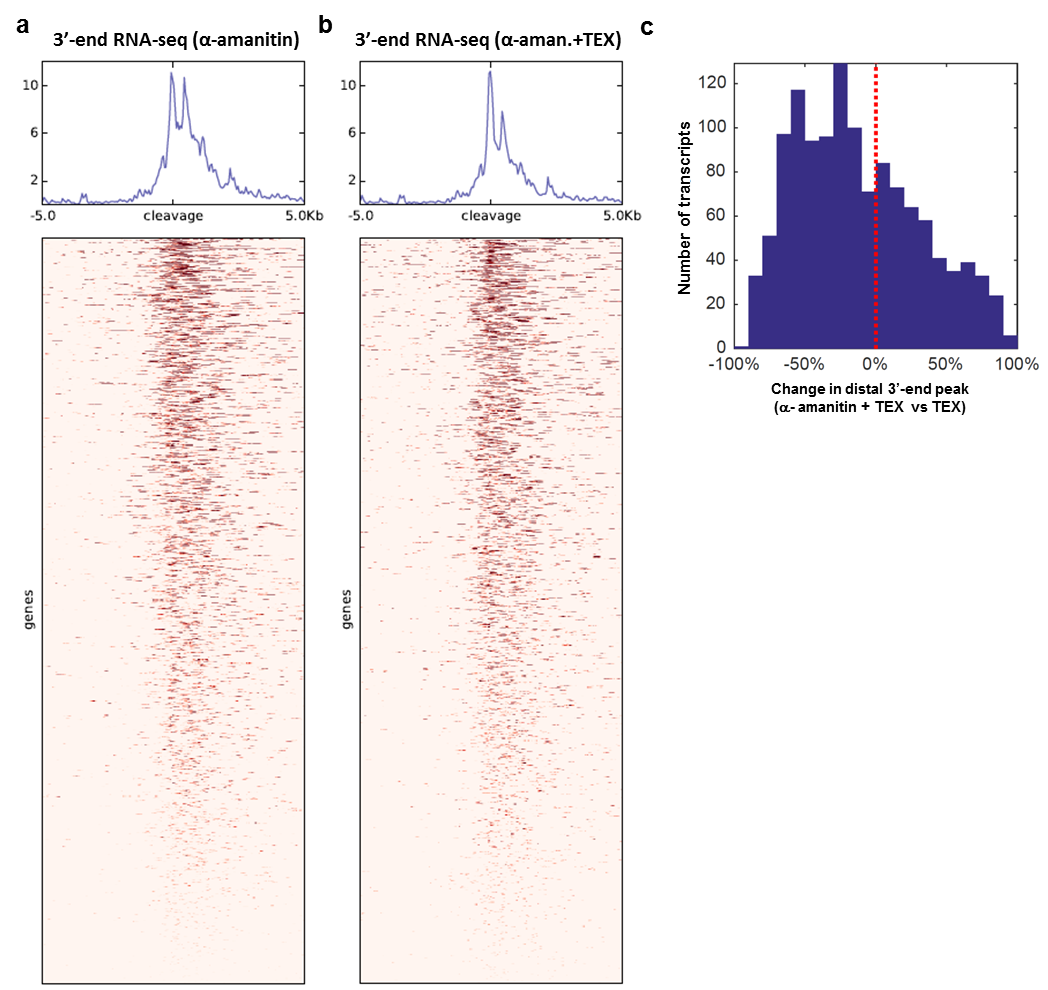 |
| --- |
| **Supplementary Fig. 13 a-b** Meta-gene analysis and heatmaps showing 3’-end RNA-seq read coverage around HMM predicted cleavage points for RNA from α-amanitin treated cells; TEX-untreated (**a**) and TEX-treated (**b**). Note relative decrease in strength of distal 3’-end peak following TEX in α-amanitin treated cells**. c** Histogram showing the relative change of distal peak heights (3’-end RNA-seq) of TEX treated RNA from cells treated by α-amanitin for 9 hr vs TEX treated RNA from cells not treated with α-amanitin (p< 4.8e-6, 1484 transcripts). |

| 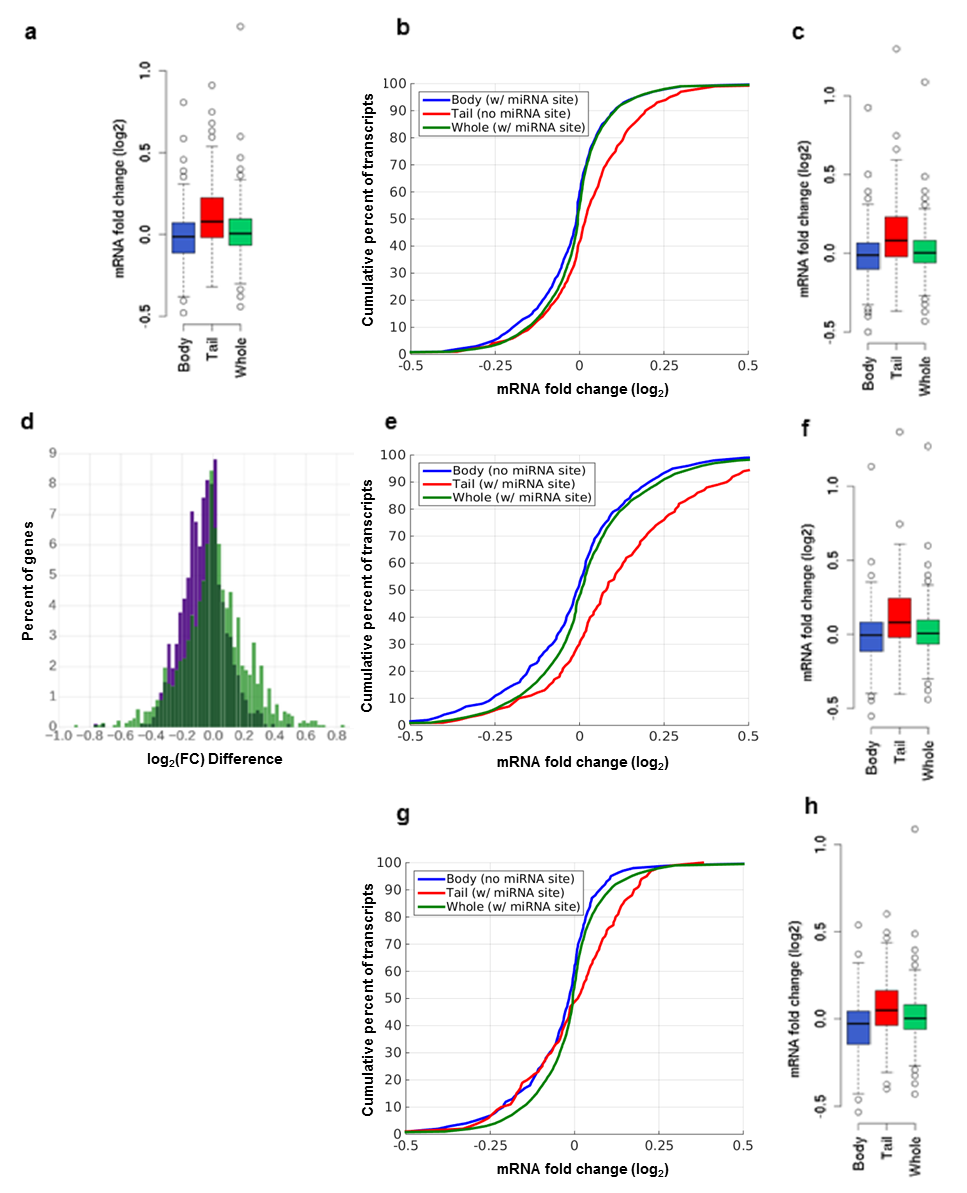 |
| --- |
| **Supplementary Fig. 14** HEK293 transfection experiments. **a** Boxplot of expression changes (log_2_ fold change) in transcripts with miR-92a 7-mer seed binding sites in the body, corresponding to figure 4c. **b** Cells were transfected with synthetic let-7a/control double-stranded RNA (dsRNA), and total RNA was extracted 40 h after transfection. Cumulative frequency distributions of expression changes in transcripts with let-7a 7-mer seed binding sites in the body are shown (log_2_ expression fold change, log_2_(FC), values are presented). Comparisons were conducted by a two-sided Kolmogorov–Smirnov test. **c** Boxplot of log_2_ fold change values of the data presented in **b**. **d** Histograms of log_2_ fold change differences between the body and corresponding tail transcript region in transcripts where a cleavage site was identified (purple), between the coding sequence (CDS) and its corresponding 3′ untranslated region (3′UTR) in transcripts where no cleavage site was found (light green), and in the overlap between them (dark green). In all transcripts, a let-7a binding site was located exclusively in either the body/CDS of the transcript, or in the tail/3′UTR. **e-h** Cumulative frequency distributions (**e** and **g**) and corresponding boxplots (**f** and **h)** of expression changes in transcripts with miR-92a (**e, f**) and let-7a (**g,h**) 7-mer seed binding sites in the tail, in which results were considered to be inconclusive. In both **e** and **g** the distribution of log_2_ fold change between the body and the tail was statistically significant (p ≤ 2.9e-11 and p ≤ 5.3e-7, respectively). In both **(e)** and **(f)**, the tail did not show a larger decrease in expression than the body, as would be expected, whereas in **(g)** and **(h)** the distribution of down-regulation between the body and tail was similar. Potential inconsistencies could be attributed to several sources: Firstly, mammalian genes have more than one APA site, such that it is difficult to predict the intactness of the RNA fragment. Our analysis was based on the first cleavage point found computationally following TEX treatment. However, if multiple cleavages occur, it could be that the actual tail begins downstream of the putative cleavage point. Hence the predicted miRNA binding site might not be within the actual tail transcript, such that down-regulation would not be expected, which could explain the discrepancy observed. Moreover, our analysis cannot discern if reads upstream or downstream of the cleavage site are body/tail transcripts or belong to transcripts that were not cleaved and remain whole, and always assumes the former. When the miRNA binding sites were found in the tail region down-regulation of the un-cleaved, whole transcript is expected, as the miRNA site occurs in its 3’UTR, but since our analysis considers these reads to be part of the body, we observe the expression of the body to be decreasing relative to the tail as a result of the miRNA transfection, despite the body having no miRNA binding site (blue versus red plot). |

**Supplementary Note 1:**

**Sequence of cloned 3’UTRs**

**ST6GALNAC4 UTR:**

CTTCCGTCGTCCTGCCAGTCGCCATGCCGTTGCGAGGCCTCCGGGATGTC

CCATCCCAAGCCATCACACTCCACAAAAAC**ATTTAA**TTTATGGATCCTGC

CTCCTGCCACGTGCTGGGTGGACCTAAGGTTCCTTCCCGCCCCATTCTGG

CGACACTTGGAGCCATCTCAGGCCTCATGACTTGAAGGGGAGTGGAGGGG

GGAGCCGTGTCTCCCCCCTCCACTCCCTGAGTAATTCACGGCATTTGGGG

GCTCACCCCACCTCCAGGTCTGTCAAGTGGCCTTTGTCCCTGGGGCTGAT

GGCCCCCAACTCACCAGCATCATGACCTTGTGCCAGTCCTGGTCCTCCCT

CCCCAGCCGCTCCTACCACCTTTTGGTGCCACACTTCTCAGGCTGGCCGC

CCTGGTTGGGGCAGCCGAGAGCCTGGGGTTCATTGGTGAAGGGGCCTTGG

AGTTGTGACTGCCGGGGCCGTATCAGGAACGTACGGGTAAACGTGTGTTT

TCTGGA

**ST6GALNAC4 mutant UTR:**

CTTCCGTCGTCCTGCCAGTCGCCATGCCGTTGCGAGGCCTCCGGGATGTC

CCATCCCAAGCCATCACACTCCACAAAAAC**ATTCCC**TTTATGGATCCTGC

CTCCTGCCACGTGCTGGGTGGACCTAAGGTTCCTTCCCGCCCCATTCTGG

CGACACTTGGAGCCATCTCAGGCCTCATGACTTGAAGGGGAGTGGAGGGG

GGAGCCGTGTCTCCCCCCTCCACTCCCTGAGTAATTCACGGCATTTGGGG

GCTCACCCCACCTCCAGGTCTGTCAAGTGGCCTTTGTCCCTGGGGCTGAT

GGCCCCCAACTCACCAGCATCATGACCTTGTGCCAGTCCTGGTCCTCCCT

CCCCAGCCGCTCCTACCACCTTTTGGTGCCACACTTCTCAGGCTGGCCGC

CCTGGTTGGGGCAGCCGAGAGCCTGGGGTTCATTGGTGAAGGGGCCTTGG

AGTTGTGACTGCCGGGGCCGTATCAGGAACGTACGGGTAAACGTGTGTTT

TCTGGA

**RAP1B UTR:**

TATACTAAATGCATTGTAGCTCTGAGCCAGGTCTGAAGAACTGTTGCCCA

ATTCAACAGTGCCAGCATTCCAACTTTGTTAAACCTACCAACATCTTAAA

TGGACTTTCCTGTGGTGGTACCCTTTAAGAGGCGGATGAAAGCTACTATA

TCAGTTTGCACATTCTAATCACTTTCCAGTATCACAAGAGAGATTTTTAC

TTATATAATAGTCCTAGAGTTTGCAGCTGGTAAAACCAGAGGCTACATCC

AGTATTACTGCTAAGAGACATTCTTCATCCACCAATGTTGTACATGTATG

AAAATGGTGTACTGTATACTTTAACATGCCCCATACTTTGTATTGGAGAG

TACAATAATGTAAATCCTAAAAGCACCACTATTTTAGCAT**AATAAA**AGAA

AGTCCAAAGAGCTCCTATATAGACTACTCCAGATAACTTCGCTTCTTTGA

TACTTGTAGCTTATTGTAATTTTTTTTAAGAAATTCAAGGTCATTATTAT

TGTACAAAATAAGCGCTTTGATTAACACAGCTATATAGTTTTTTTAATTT

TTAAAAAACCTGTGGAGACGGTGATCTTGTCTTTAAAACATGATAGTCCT

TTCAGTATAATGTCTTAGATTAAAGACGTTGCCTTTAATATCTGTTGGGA

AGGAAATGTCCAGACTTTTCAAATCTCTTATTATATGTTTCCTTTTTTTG

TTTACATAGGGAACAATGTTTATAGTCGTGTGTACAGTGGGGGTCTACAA

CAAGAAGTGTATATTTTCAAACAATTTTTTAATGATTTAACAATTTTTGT

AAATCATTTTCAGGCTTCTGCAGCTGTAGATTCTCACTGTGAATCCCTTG

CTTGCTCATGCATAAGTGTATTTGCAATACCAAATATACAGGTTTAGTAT

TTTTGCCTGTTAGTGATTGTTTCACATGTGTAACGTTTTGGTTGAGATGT

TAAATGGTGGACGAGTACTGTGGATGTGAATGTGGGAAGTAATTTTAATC

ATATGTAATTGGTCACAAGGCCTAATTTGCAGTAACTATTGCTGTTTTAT

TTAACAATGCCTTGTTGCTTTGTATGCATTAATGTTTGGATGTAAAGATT

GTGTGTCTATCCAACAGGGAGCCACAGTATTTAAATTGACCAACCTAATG

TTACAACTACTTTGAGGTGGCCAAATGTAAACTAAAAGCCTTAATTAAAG

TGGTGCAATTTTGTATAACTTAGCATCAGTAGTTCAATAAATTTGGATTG

CCATGCAAGGGCTTGCATTATAA

**RAP1B mutant UTR:**

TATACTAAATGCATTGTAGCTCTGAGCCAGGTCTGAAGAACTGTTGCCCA

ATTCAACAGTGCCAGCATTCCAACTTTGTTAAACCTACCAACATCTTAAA

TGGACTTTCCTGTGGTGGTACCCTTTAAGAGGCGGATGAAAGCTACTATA

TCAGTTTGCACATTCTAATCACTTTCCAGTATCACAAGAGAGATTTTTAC

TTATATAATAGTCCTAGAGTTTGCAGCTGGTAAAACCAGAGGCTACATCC

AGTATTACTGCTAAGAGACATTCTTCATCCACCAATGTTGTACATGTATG

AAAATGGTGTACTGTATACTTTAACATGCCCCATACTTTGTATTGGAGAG

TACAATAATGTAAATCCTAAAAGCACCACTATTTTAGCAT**AATCCC**AGAA

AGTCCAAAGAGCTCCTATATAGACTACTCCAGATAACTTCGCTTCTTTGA

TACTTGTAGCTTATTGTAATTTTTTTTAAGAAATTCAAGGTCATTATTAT

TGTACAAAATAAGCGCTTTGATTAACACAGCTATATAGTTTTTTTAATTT

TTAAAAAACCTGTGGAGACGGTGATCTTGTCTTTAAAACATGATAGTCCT

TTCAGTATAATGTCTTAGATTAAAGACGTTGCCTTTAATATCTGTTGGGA

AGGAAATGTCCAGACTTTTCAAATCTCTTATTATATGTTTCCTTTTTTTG

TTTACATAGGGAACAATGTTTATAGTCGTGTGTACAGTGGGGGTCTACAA

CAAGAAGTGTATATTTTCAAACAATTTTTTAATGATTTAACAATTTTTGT

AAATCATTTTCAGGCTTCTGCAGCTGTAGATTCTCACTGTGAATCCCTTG

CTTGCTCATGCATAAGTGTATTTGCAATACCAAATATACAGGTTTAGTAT

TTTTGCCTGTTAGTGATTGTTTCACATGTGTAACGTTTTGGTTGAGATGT

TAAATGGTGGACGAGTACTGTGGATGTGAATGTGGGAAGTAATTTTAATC

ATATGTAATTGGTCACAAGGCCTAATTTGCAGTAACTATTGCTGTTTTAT

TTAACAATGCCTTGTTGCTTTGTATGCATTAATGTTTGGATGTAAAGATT

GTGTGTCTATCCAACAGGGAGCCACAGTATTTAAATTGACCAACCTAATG

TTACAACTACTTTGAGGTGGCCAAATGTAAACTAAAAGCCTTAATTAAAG

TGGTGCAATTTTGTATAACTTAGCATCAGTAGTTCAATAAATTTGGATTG

CCATGCAAGGGCTTGCATTATAA

**Supplementary Note 2:**

**5’RACE product sequencing data:**

**RED** – APA site

**BLUE** – 5’RACE sequence

**Mknk2 3’UTR:**

5'……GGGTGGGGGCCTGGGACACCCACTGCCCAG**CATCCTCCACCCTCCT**

**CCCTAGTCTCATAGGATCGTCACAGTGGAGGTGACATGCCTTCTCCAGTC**

**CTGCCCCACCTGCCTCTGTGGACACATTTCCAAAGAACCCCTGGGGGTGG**

**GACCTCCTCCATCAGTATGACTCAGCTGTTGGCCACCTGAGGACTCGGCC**

**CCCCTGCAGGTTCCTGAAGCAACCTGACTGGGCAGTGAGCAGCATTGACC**

**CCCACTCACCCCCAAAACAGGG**CTGTGATTTCCTTAGTCCTTCCAA……3'

**Ssr1 3’UTR:**

5'……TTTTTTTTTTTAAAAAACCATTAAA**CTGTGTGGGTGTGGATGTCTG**

**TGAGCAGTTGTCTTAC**C**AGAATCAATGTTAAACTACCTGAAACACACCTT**

**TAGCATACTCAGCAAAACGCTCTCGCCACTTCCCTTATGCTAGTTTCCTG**

**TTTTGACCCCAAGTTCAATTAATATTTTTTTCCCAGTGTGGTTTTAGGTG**

**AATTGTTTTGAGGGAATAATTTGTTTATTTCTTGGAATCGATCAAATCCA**

**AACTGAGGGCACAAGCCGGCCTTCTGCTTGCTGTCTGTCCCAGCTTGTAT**

**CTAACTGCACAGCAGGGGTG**GCTGCTGTGAGCATCAGAGGCATGCT……3'

**Bcl2 3’UTR:**

5'……GCTTTCAAAAA**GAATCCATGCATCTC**AGC**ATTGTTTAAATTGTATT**

**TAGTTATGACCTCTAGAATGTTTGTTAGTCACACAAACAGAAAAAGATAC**

**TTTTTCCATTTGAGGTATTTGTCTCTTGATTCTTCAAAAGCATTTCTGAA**

**AAGGTGG**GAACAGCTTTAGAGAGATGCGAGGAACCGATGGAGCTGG……3'

**Rab2a 3’UTR:**

5'……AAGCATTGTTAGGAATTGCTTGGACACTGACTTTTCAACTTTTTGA

CATCG**T**TAACGA**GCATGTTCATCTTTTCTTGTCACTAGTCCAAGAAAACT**

**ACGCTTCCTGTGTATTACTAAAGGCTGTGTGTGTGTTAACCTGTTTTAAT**

**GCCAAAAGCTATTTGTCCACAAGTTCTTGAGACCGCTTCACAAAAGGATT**

**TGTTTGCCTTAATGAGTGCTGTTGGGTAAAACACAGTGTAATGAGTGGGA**

**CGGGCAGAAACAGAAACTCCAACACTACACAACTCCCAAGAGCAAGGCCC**

**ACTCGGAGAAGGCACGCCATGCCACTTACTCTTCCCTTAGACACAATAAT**

**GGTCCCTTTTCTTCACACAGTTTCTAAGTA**TATTTTCTTGCAGGGC……3'

**Gid4 3’UTR:**

5'……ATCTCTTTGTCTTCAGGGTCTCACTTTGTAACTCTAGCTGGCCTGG

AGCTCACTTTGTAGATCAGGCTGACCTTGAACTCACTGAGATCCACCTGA

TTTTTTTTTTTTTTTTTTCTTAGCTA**G**GGAAGTGTTCC**AGCTCTACTTAG**

**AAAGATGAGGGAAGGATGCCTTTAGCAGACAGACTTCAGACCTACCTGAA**

**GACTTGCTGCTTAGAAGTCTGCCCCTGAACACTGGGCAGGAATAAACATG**

**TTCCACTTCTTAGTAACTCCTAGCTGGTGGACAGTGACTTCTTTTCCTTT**

**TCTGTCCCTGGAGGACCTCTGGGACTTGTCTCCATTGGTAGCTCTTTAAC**

**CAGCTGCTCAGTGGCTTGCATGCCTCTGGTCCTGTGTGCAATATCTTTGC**

**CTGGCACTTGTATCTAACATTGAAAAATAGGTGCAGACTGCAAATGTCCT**

**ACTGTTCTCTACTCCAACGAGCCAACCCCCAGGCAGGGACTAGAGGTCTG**

**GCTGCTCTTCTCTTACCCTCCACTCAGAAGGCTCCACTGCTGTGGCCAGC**

**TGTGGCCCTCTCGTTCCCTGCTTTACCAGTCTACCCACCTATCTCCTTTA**

**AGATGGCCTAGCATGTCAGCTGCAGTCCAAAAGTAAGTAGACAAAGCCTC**

**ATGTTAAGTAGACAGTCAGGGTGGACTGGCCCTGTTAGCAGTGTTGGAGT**

**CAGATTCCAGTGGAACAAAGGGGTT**TCTCAATGTCTTTTGCTTTCA……3'

**Ifngr2 3’UTR:**

5'……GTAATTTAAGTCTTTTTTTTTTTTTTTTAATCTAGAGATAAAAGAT

TGTAT**GTTAAACTTTT**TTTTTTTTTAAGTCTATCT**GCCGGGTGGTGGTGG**

**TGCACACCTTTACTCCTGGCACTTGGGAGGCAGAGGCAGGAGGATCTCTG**

**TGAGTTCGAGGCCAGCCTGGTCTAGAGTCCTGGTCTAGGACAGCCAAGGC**

**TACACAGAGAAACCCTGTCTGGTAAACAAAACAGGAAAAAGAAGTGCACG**

**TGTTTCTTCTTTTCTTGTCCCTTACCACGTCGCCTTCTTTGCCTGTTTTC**

**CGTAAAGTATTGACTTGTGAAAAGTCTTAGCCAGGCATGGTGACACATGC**

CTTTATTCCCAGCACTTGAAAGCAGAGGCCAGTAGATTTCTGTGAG……3'

**Supplementary Note 3:**

**miRNAs sequence:**

**Negative control:**

rCrGrUrUrArArUrCrGrCrGrUrArUrArArUrArCrGrCrGrUAT

rArUrArCrGrCrGrUrArUrUrArUrArCrGrCrGrArUrUrArArCrGrArC

**has-miR-92a-3p:**

Sense: /5Phos/rUrArUrUrGrCrArCrUrUrGrUrCrCrCrGrGrCrCmUmGrU

Anti-sense: mAmGrGmCrCmGrGmGrAmCrAmArGmUrGmCrAmArUA

**has-let-7e-5p:**

Sense: /5Phos/rUrGrArGrGrUrArGrGrArGrGrUrUrGrUrArUrAmGmUrU

Anti-sense: mCmUrAmUrAmCrAmArCmCrUmCrCmUrAmCrCmUrCA

**Supplementary Tables:**

**Supplementary Table 1:** Primers list for qRT-PCR from mouse cells

|  | Forward | Reverse | Amplicon |
| --- | --- | --- | --- |
| Bcl2 5’ | AGGAGCAGGTGCCTACAAGA | GCATTTTCCCACCACTGTCT | 166bp |
| Bcl2 cleavage | TTTGGTTCTATTTGAAAATCTGACA | TGAACTTGGGGAAAAAGTGG | 197bp |
| Bcl2 3’ | TGGGTGTGGCCTTTATTCAT | TGGGTACTGCCACCCATTAT | 177bp |
| Rab2A 5’ | TACCAACGCATCTCATGGAA | GCTGAGCATGAGGAAAGAGG | 129bp |
| Rab2A cleavage | TGAAATGGCTTTATGTCACAGG | TTGACCTAGAAATCAAATGCAAA | 136bp |
| Rab2A 3’ | GAGACCGCTTCACAAAAGGA | GGGAAGAGTAAGTGGCATGG | 158bp |
| Ssr1 5’ | ATGTTGTGTGTGCCGCAGT | ATCGTATGGCCACAGACTCC | 147bp |
| Ssr1 cleavage | TGCACTGCATTGCTTTTCTAA | TGCTAAAGGTGTGTTTCAGGT | 149bp |
| Ssr1 3’ | AAGAGGCTTCCTTCCCTCTG | GTGTGTGGAAGGGATTGGAC | 135bp |
| Ubc | GCCCAGTGTTACCACCAAGA | CCCATCACACCCAAGAACA | 104bp |

**Supplementary Table 2:** Primers list for qRT-PCR from human cells

|  | Forward | Reverse | Amplicon |
| --- | --- | --- | --- |
| MLEC 5’ | CAATAAGAACCGGGTGCAGT | AGGCAGAAGAGGGTTGGAAT | 120bp |
| MLEC 3’ | GGCAGCCTCTTCAACCATTA | GCCTCCACAGAGAGAGGATG | 169bp |
| SLC38A2 5’ | TACTGGTGATGACCGGAAGC | CAACACTGGCATCAGATGGA | 120bp |
| SLC38A2 3’ | CATGAAATCTTGGTACAAATTCAGA | CACCCAGGTTCTCAAAGGTC | 144bp |
| CDC42EP3 5’ | TTCCAAACAGGAGTCCTTCG | GTGTCTCCCTGGTGGACTGT | 123bp |
| CDC42EP3 5’ | TTCATCCAGCAAGCTTTTCA | CCACATGATGCTTTTTGCAG | 136bp |
| CDC25A 5’ | ACAACCGATGCAAGCTGTTT | CTCATGGGCCTTCTCTGGAT | 173bp |
| CDC25A 3’ | TCAACTTCTTGGGGTGGGAA | GAATCTGTCTCAATGCGCGT | 145bp |
| Luciferase | TTGTGCCAGAGTCCTTCGAT | TAGGATCTCTGGCATGCGAG | 135bp |
| RAP1B 3’ | ACTGTGAATCCCTTGCTTGC | TCCACAGTACTCGTCCACCA | 159bp |
| ST6GALNAC4 3’ | CCACCTCCAGGTCTGTCAAG | GAAGTGTGGCACCAAAAGGT | 130bp |
| ST6GALNAC4 APA site | TTTATGGATCCTGCCTCCTG | CCCAAATGCCGTGAATTACT | 163bp |
| RAP1B APA site | CCTAAAAGCACCACTATTTTAGCA | TGTTAATCAAAGCGCTTATTTTGT | 162bp |
| UBC | ATTTGGGTCGCAGTTCTTG | TGCCTTGACATTCTCGATGGT | 133bp |

**Supplementary Table 3:** Primers list for 5’ RACE experiments

|  | Reverse |
| --- | --- |
| Mknk2 | GGTCGGGCTTGGAAGGACTAAGGAA |
| Gid4 | CCCTGCTTCTGAAAGCAAAAGACATTG |
| Ifngr2 | GCCTCTGCTTTCAAGTGCTGGGAAT |
| Ssr1 | CCCAGCATGCCTCTGATGCTCAC |
| Rab2a | TCAAGGTTGACAAACTGCCCTGCAA |
| Bcl2 | TCCATCGGTTCCTCGCATCTCTCTA |

**Supplementary Table 4:** Primers list for riboprobes

|  | Forward | Reverse | Amplicon |
| --- | --- | --- | --- |
| Actb CDS | GACGAGGCCCAGAGCAAGAGAGGTA | T7(TAATACGACTCACTATAGGG)GCTACGTACATGGCTGGGGTGTTGA | 233bp |
| Actb tail (3’UTR) | GGGGAAGGTGACAGCATTGCTTCTG | T7(TAATACGACTCACTATAGGG)TCCCAGGGAGACCAAAGCCTTCATA | 170bp |

**Supplementary Table 5:** Primers list cloning of 3’UTRs into pGL3 Luciferase Reporter Vector

|  | Forward | Reverse |
| --- | --- | --- |
| ST6GALNAC4 UTR | GAATCTAGACTTCCGTCGTCCTGCCAGTC | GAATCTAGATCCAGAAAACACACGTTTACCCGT |
| ST6GALNAC4 MUT UTR | CCCTTTATGGATCCTGCCTCCT | GGGAATGTTTTTGTGGAGTGTGATG |
| ST6GALNAC4 MUT OL | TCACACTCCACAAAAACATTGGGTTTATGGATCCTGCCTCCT | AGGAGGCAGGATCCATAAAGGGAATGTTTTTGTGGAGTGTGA |
| RAP1B UTR | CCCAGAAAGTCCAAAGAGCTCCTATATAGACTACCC | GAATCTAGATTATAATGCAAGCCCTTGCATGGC |
| RAP1B MUT UTR | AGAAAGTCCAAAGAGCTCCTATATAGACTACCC | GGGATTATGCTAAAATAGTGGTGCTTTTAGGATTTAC |
| RAP1B MUT OL |  | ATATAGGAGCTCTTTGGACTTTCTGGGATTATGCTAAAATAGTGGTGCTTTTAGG |

# Supplementary material for: Post-transcriptional 3´-UTR cleavage of mRNA transcripts generates thousands of stable uncapped autonomous RNA fragments
**Source:** Nat Commun. 2017 Dec 11;8:2029. doi: 10.1038/s41467-017-02099-7
**Supplement:** Supplementary file 2 — Descriptions of Additional Supplementary Files

## **Descriptions of Additional Supplementary Files**

File Name: Supplementary Data 1

Descriptions: HMM predictions for TEX, U2OS cells

File Name: Supplementary Data 2

Descriptions: HMM predictions for CAP IP, U2OS cells

File Name: Supplementary Data 3

Descriptions: HMM predictions for 3' pulldown, U2OS cells

File Name: Supplementary Data 4

Descriptions: HMM predictions for TEX, HEK-293 cells

File Name: Supplementary Data 5

Descriptions: Analysis of 3'-end RNA-seq, U2OS

File Name: Supplementary Data 6

Descriptions: Analysis of miR-92a, HEK-293 cells

File Name: Supplementary Data 7

Descriptions: Analysis of let-7a, HEK-293 cells

How the deposited data were processed for this re-analysis (not part of the article)

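RNA from U2OS and HEK-293 cells was measured in 12 conditions of 3 samples each (36 samples). For RNA-seq these were U2OS control, TEX, CAP IP and 3′-PD, and HEK-293 control, TEX, miR-92a and let-7. For 3′-end RNA-seq they were U2OS control, TEX, α-amanitin (10 µg/ml, 9 h) and α-amanitin with TEX. Samples were assigned to conditions from the sample labels and the paper. The labels add TEX to the miR-92a and let-7 libraries, which the paper does not, and the paper was followed. All deposited tables pool the samples of a condition, so no value has a replicate error, no test across replicates was possible, and the depth of single samples is unknown.

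According to the submitters' processing notes and the paper's methods, the authors trimmed reads with Trim Galore 0.3.7 and cutadapt 1.7.1, keeping those above 15 nt. They filtered them with FASTX 0.0.14 (quality of at least 20 at 90% of positions). Alignment to hg19 was with TopHat 2.0.13, allowing 2 mismatches for RNA-seq and 3 for 3′-end RNA-seq. The authors averaged read coverage in windows of 50 nt every 20 nt along the coding and 3′-UTR exons of UCSC known transcripts. The deposited coverage values are not scaled to library size. The deposited log2 values were made by the authors as the log2 ratio of treated to control coverage per window, with 1 added to both, averaged over the windows of body or tail. The design had taken these as normalized log values, and the files hold plain log2 ratios, so only differences between tail and body of 1 transcript were tested or compared. Alternatives named unnormalized take the log2 ratio of mean coverages and differ in averaging and the added 1, not in scaling. By the paper's methods, a linear regression of treated on control log coverage over coding windows preceded the model. The log2 values used here do not hold that adjustment. The authors fitted a Gaussian hidden Markov model with 2 states to place a predicted point in each transcript. The deposited p-values come from the authors' Kolmogorov–Smirnov test and t-test of body against tail windows and are rounded to 3 decimals. For 3′-end RNA-seq the authors called peaks with HOMER 3.12 (size 200 nt, distance 250 nt) and deposited 1 whole number per peak and condition. It was taken as a read count, and the sources used here do not say whether it is a sum or a rounded mean. The deposited ratio of distal to proximal values, which the authors give as an enrichment, was recomputed from the counts and differed by at most 0.0005.

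The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. In each of the 6 tables of coverage the Kolmogorov–Smirnov p was adjusted by Benjamini–Hochberg over all transcripts, with or without a predicted point. A gene was called when any transcript had its point in the 3′-UTR, an adjusted p under 0.01 and its tail on the side the assay selects: lower for TEX and CAP IP, higher for 3′-PD. In the miRNA tables calls in both directions were counted. The windows of 1 transcript overlap, so the test compares pooled libraries and not conditions, and genes with near-identical copies or overlapping neighbours may share reads. Mean changes, the medians of seed groups and the differences between these medians have bootstrap intervals (1000 draws, 95%), and the differences were drawn over genes with all their transcripts. Shares have Wilson 95% intervals, which cover counting error only. Distances to the stop codon and seed matches used the GRCh37 genome with a GENCODE annotation lifted to it. Of the transcripts, 67.47% had a start or end equal to an annotated one, and 0.08% did when moved by 1000 nt. Points placed at random in the same 3′-UTRs (20 per transcript) served as a comparison. The overlap of comparisons with a shared control was set beside unchanged groups simulated from reads of an assumed 75 nt (20 draws) and beside independent lists.

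The 3′-end pairs were compared by Fisher's exact test, two-sided, on distal and proximal counts of both conditions, with a Benjamini–Hochberg adjusted p under 0.05. A count of 0 was given the limit that 3 counts of the total allow. In the miRNA tables, genes were grouped by 7-mers opposite positions 2 to 8 of the miRNA in body or tail, at points within 100 nt of the called TEX point of HEK-293 cells.

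Before the files were examined, 18 gene lists (671 genes) were fixed: genes named in the paper, genes with textbook alternative polyadenylation, let-7 targets, miR-92a targets, RAB and RAP GTPases, ribosomal proteins, oxidative phosphorylation, glycolysis, cell cycle, ubiquitin conjugating enzymes, zinc finger transcription factors, amino acid and nutrient transporters, immediate early and unstable mRNAs, 3′-UTR binding proteins, cytoplasmic mRNA decay, cleavage and polyadenylation machinery, extracellular matrix and osteoblast lineage, and replication-dependent histones. A list's median took each gene's transcript with most control coverage, at points inside or outside the 3′-UTR, called or not. It was set beside 10000 random lists matched on coverage in 10 bins. The list of textbook alternative polyadenylation holds genes that the paper shows for a 3′-UTR coverage gap, so it is not independent of the paper. The lists have no p, because genes are not replicates. A rule fixed at the same time chose the genes to name. It took every gene the paper names, and per table of coverage the 8 largest values in the direction of the assay and the 3 largest in the other among transcripts past the test with a maximum coverage of at least 100 and at least 20 windows in body and tail. Per 3′-end comparison it took the 6 largest falls and the 3 largest rises past the test with at least 50 counts in each peak, and per list the 3 members with most control coverage. Results of 2 of the genes so chosen are not reported here. The first part of the paper's Supplementary Data had been seen in a truncated copy when the rule was written, and no test used that copy.

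Both procedures were tested on simulated data. Log2 window values were simulated for 2000 transcripts of the TEX table, with tails of 200 at 0.5 of their level. Of the lowered tails 98% were called, as were 3 others, and the mean change recovered was −49.7%. Windows were drawn independently at a given point in the 3′-UTR, without the search for a point or the overlap of real windows. That simulation thus gives no rate of false calls. Counts were also simulated for 751 peak pairs with at least 10 control counts in each peak, with 200 distal peaks at 0.5 of their level. Of the lowered pairs 7.5% were called, and none of the others. Pairs with fewer counts, which the real test included, were not simulated. The median change recovered was −50.02%, while unchanged pairs had a mean change of 10.4% and a median of −0.125%. The alternatives tried were other p thresholds and tests, other directions, points anywhere in the transcript, filters on coverage, windows and effect size, 1 transcript per gene, other distances, count minimums, pseudocounts and means. Leaving out replicates and a fit by replicate number were planned and could not be run on pooled values. Body and tail counts from HTSeq, the qRT-PCR data and peaks beyond the deposited pairs were not used here.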

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

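The tests of the size ratio of points outside and inside the 3′-UTR, of the correlation among well-covered genes, and of the direction, the number and the seed matches of all called miR-92a genes were chosen only after the result was seen.

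A signal was seen at predicted points outside the 3′-UTR, where the paper filtered out points upstream of the coding end (Supplementary Fig. 7) and its text does not give their change. Genes were called there in number: 8208 after TEX, 7664 after CAP IP, 7010 after 3′-PD and 8064 after TEX in HEK-293 cells.

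The median tail minus body after TEX was −0.52 (log2) at called points outside the 3′-UTR and −0.62 inside it, a ratio of 0.838 that restates the pattern and decides nothing about its source. Noise of weak coverage is argued against, since 92.8% of the outside points in transcripts with a maximum coverage of at least 50 had a lower tail. Breakage along the whole transcript may account for it: the 2062 genes with most windows (143 or more) had a median of −0.68 and the 2096 with fewest (57 or less) −0.36, a difference of −0.32 (95% bootstrap interval −0.35 to −0.29), which this explanation needs. Cleavage at poly(A) sites of the 3′-UTR with misplaced points cannot be told apart from it, because 2620 of 7494 outside points (35.0%, Wilson 95% interval 33.9 to 36.0%) lay within 500 nt of a stop codon, between the 25% and 50% set in advance. That test replaced one that was chosen and passed after its result was seen, on points inside the 3′-UTR, of which 38.9% lay within 100 nt of a proximal 3′-end peak against 21.7% of random points, because it did not cover the points outside.

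Genes called against the direction of the assay are a signal the paper does not report as such, although its gene counts are approached here when both directions are counted: 901 after TEX, 864 after CAP IP, 1072 after 3′-PD and 619 after TEX in HEK-293 cells. The tail was higher after both TEX and CAP IP in 214 genes, where independent lists would share 44.5 and the control is shared.

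The sizes of tail changes after TEX and after 3′-PD were not negatively correlated across genes (Pearson's r of 0.141 over 9673 genes, which are not independent replicates, and 0.228 in simulated unchanged groups), although 26.2% of these genes had the same sign in both: 2350 genes were lower after TEX and higher after 3′-PD where independent lists would share 1700.3, and 706 were lower in both where they would share 324.8. Counting noise of the shared control, as simulated, hiding a negative correlation is argued against for this pair, since the covariance exceeded the simulated one by 0.0239. The simulation used an assumed read length and the TEX points for both assays. For CAP IP and 3′-PD, with the same control, observed minus simulated covariance was −0.0295, so the same is not shown there. That value was 0.0167 at a maximum coverage of at least 50. For TEX and 3′-PD at that coverage, a condition added after the values were seen, the covariance was 0.0487 against a simulated 0.00182. Weak coverage is argued against too, with Spearman's rho of 0.0322 among those genes. Each table places its own point, and no biological explanation was tested.

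The miRNA tables call genes in number, a signal that the paper's text does not count, while its Supplementary Data 6 and 7 hold the same columns: 5720 genes in either direction for miR-92a and 5239 for let-7.

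Most of these calls have a higher tail. The TEX step that the sample labels name for the miRNA libraries alone is argued against, since 14.3% of the called miR-92a transcripts had a lower tail. Action of miR-92a on its seed sites as the source of most calls is argued against, since 3551 of 4366 called genes (81.3%, Wilson 95% interval 80.1 to 82.5%) had no match. That share is close to the 84.6% of all genes that had none. The tail was higher in 86.8% of the called genes without a match and in 88.8% of those with one. In genes with a match, action on the seed sites cannot be told apart from other sources. There 47.7% of genes with a match and 37.9% of those without were called, a ratio of 1.26 between the 1.2 and 1.5 set in advance. Genes with a match had more windows (median of 147 against 92), and for let-7 the shares called were 39.4% and 37.6%. A caller that answers to any difference in coverage between pooled libraries cannot be told apart from other sources either, because the share of genes called, 0.875 of that after TEX in HEK-293 cells, restates the pattern, and indirect effects of the transfection were not tested.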

How the results depend on the processing

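The mean percent change and geometric mean of 3′-end pairs, the mean over genes called in either direction, the fall of body against tail, the direction from the levels of the model, the count without p and direction, the removal of the distance limit in the miRNA tables, and every setting of the differences between seed groups and of matches in the 3′-UTR part of the body were alternatives chosen after seeing the data, and the tests of the others were planned. Of the alternative values of main results, 119 stayed within the error, within 1.5 times or on their side of 0, 49 moved, 10 reversed, 4 lost and 3 gained an interval without 0. Of those of single genes and gene lists 214 stayed and 9 moved, and 13 lists lost and 10 gained a place outside the central 95% of random lists when these were not matched on coverage. No paired analysis was possible because the deposited columns pool the replicates and carry no replicate number, and for the same reason leaving out each replicate and the fit by replicate number were not run. Single pairs of 3′-end peaks have few counts. In simulated pairs with at least 10 control counts in each peak, 7.5% of the distal peaks lowered for TEX were recovered. Most falls of the simulated size were thus not detectable there, and pairs with fewer counts were not simulated. The cause was not tested for any value below.

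In the opposite direction, the genes called were 901 (TEX), 864 (CAP IP), 1072 (3′-PD) and 619 (TEX, HEK-293), with 214 shared by TEX and CAP IP, 10 by the 3 assays and 78 by both lines. With a predicted point anywhere, the same counts were 11217, 10153, 10436 and 11631, and 8639, 6605 and 8972 shared. With a maximum coverage of at least 50, genes called were 2767 after CAP IP, 3293 after 3′-PD and 902 in all 3 assays. The mean tail against body change after TEX was −36.6% over genes called in that assay, −20.7% over all genes with a predicted point, −36.3% unnormalized, −33.6% at that coverage and −24.5% in either direction. After CAP IP these were −40.05%, −23.04%, −42.1%, −36.7% and −23.2%. After 3′-PD they were 54.4% over all genes with a point, 84.7% unnormalized, 69.1% at that coverage and 59.3% in either direction, with a median of 67.7% and a fall of body against tail of 39.8%. Points of TEX and CAP IP lay within 100 nt in 33.2% and within 1000 nt in 89.7%, as wider distances take more points by construction. Over 1 transcript per gene, 54.4% lay within 500 nt of the stop codon. Points near a 3′-end peak were 49.9% within 200 nt, 38.9% for the proximal peak, 11.7% from the peak centre and 39.7% over 1 transcript per gene.

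The share of 3′-end pairs with a lower ratio was 69.3% after TEX and 66.4% after TEX with α-amanitin at 10 counts or more in each cell, 74.5% and 67.3% at 50 or more per peak, and 60.7% and 57.5% with a pseudocount of 0.5. The mean percent change had the other sign, at 0.273% after TEX, 1.54% after TEX with α-amanitin and 11.4% after α-amanitin. In simulated unchanged pairs the mean change was 10.4% and the median −0.125%, so the sign of the mean does not give a direction. With a maximum coverage of at least 50, Pearson's r across genes was 0.619 for TEX and CAP IP, 0.211 for TEX and 3′-PD and 0.125 for CAP IP and 3′-PD, and the covariance of the last pair minus the simulated one went from −0.0295 to 0.0167.

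In the miRNA tables, the difference (log2) of body minus tail between genes with and without a miR-92a match in the body was −0.128 within 20 nt, −0.01 within 500 nt, −0.0405 at a maximum coverage of at least 50 and −0.0473 unnormalized, with intervals that reached 0. For let-7 it was −0.023 within 500 nt, with an interval below 0. The difference between genes with a match in the tail alone and with none was 0.054 for miR-92a and 0.284 for let-7 within 20 nt, and for let-7 0.008 within 500 nt and 0.027 at a maximum coverage of at least 50, against the direction of the reported value. For miR-92a its interval lay below 0 within 500 nt (−0.0415) and with no limit on the distance (−0.037). With a let-7 match in the 3′-UTR part of the body, body minus tail reversed to −0.194 within 500 nt, −0.094 over all transcripts and −0.212 with no limit on the distance.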

Differences from the paper's values

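For the mean increase of tail against body coverage after 3′-PD, the paper's value is 41% and the value here 73.1%. The value here is over 1493 genes selected for a higher tail after 3′-PD. The paper's is over its genes common to the 3 treatments, whose number is approached here without a required direction. The paper's methods also adjust treated coverage by a linear regression on the control over coding windows. The log2 ratios used here lack that step, so the 2 measures may differ in scale. The same holds for the mean decrease after TEX given below. Of the alternatives set before the data were examined, the mean over all genes with a predicted point (54.4%) came within 1.5 times of the paper's value. The median over genes (67.7%), all genes called in that assay (74.7%), the unnormalized ratio (84.7%), the mean over transcripts (74.0%) and a maximum coverage of at least 50 (69.1%) did not. Settings chosen after seeing the values that came within it were genes called in either direction (59.3%) and the 2119 genes called in all 3 assays in either direction (51.8%). The fall of body against tail in the genes common to the 3 assays (39.8%), also chosen after seeing the values, came within it too. The paper's gene lists are held here only in part, so how many of its genes these settings drop was not counted.

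For predicted points within 100 nt of a 3′-end peak, the paper's value is 80% and the value here 41.2%. The paper compared 5619 transcripts and 4296 were compared here. The paper measured to the nearest 3′-end peak, while only the 1 proximal and 1 distal deposited peak per transcript were used here. The 2 shares thus rest on different sets of peaks. No alternative set before the data were examined came within 1.5 times: 49.9% within 200 nt, 38.9% for the proximal peak alone, 11.7% from the peak centre and 39.7% over 1 transcript per gene. Of random points in the same 3′-UTRs, 42.4% lay within 100 nt of either peak and 21.7% within 100 nt of the proximal one.

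For the average decrease of the distal to proximal ratio after TEX, the paper's value is 22% and the value here −0.273% as a decrease, a mean change of 0.273%. A mean of such ratios lies high at low counts: simulated unchanged pairs had a mean change of 10.4% and a median of −0.125%. Of the alternatives set before the data were examined, the median (24.2%) and the ratio of total counts (23.2%) came within 1.5 times. At least 10 counts in each cell (9.35%), at least 50 counts per peak (12.5%), a pseudocount of 0.5 (−180.5%) and all transcripts (−0.770%) did not. The geometric mean, a setting chosen after seeing the values, gave 24.5%, and how many of the paper's pairs it drops was not counted.

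Body minus tail (log2) after miR-92a was −0.32 in CLIC4 here and about −0.21 in the paper's Fig. 4d, read by eye. In FAM199X it was −0.39 here and about −0.3 in Fig. 4d, read by eye. No alternative was computed for these single values.

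Without a required direction, a setting fixed before the data were examined, the numbers of genes were 6064 for TEX, 5205 for CAP IP, 6501 for 3′-PD and 6568 for TEX in HEK-293 cells, where the paper's are 6068, 5222, 6501 and 6574. The overlaps were 3301 (paper 3308) for TEX and CAP IP, 2119 (paper 2123) for the 3 assays and 3428 (paper 3432) for both lines. With no p and no direction, a setting chosen after seeing the values, the transcripts with a point in the 3′-UTR numbered 12578, 11108 and 14589, as the paper gives for TEX, CAP IP and 3′-PD. The mean decrease over all genes called after TEX is 27% in the paper, 36.6% here and 24.5% with either direction, a setting chosen after seeing the values.

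The paper shows a lower tail of LBH in the CAP IP experiment (Fig. 2b), and here LBH was at −0.90 (log2) with a point outside the 3′-UTR, so that it was not called. It is called with a predicted point anywhere, a setting fixed before the data were examined. The same figure shows a higher tail of SLC38A2 after 3′-PD, for which no value was obtained here. The paper states that bodies with a miR-92a site decrease more than tails. Here they did too, by −0.24, and bodies without a site were at −0.19. The difference of −0.048 (95% bootstrap interval −0.103 to −0.0065), a test chosen after seeing the values, lay below 0, and did so over all transcripts (−0.08) and with no limit on the distance (−0.026). Its interval reached 0 within 20 nt (−0.128), within 500 nt (−0.01), at a maximum coverage of at least 50 (−0.0405) and from unnormalized coverage (−0.0473).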

Other observations

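Genes whose tails went against the assay included MUC12, a mucin (1.88 tail minus body, log2), TRIM73 (1.28) and the aldo-keto reductase gene AKR7A3 (1.28) after TEX, all with points outside the 3′-UTR. After CAP IP, C3orf62 was at 1.58 and AGXT2L2 at 1.46 in the 3′-UTR. After 3′-PD, the tail was lower in MPC2, a subunit of the mitochondrial pyruvate carrier (−1.98), GGT6 (−1.89) and MAPK1IP1L (−1.73). In HEK-293 cells after TEX, LINC00269 was at 0.87 in the 3′-UTR, and TTC3P1 (0.95) and ZNF787 (0.93) outside it. SCAMP4, a secretory carrier membrane protein, had a lower tail than body with both miRNAs, at −1.16 with miR-92a and −1.41 with let-7. HES2 was at −1.34 with miR-92a and MLANA at −1.18 with let-7. In TEX-treated RNA, α-amanitin lowered the distal to proximal ratio of UQCR11 (−63.4%), BNIP3L (−60.2%), GPT2 (−56.2%) and BZW1 (−54.3%) and raised that of LARP1 (114%), at adjusted p-values of 0.00224 to 0.0493 from Fisher's exact test, which passed for 44 of 2477 pairs, 32 lower and 12 higher. It compares those pooled libraries, not the conditions.

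After CAP IP, 5 of 29 oxidative phosphorylation genes were lower, NDUFA10 (1.31), NDUFB10 (0.48) and NDUFS8 (0.53) were higher and 21 were without a call, 14 of which passed the test at points outside the 3′-UTR, and the list's median of 0.28 lay above all matched random lists. The median tail of this list spanned 10 windows after CAP IP, and random lists were not matched on tail length. UQCRB was at −1.52 after CAP IP and −1.76 after 3′-PD. Ribosomal protein genes were lower in 9 of 18 after CAP IP, with RPS21 (0.28) higher and 8 without a call, at a median of −0.60 and percentile 0.270 (52.45 against lists not matched on coverage). Ubiquitin conjugating enzymes had 16 of 24 lower and 7 without a call, and UBE2C (0.98) was called higher. UBE2E1 was called in both directions, with 1 transcript higher (0.69) and its transcript of most coverage lower. With at least 10 tail windows, 1 gene of oxidative phosphorylation, 1 ubiquitin conjugating enzyme and no ribosomal protein gene remained higher. After 3′-PD, tails of cytoplasmic mRNA decay genes were higher in 16 of 34 and lower in none, with a median of 0.79 at percentile 98.4, and tails of genes with textbook alternative polyadenylation were higher in 21 of 44 and lower in 9. The median of oxidative phosphorylation genes was 0.15 in the miR-92a table and 0.11 in the let-7 table, at percentiles 0.130 and 0.170. In all, 26 of 108 pairs of a list and a table lay outside the central 95% of matched random lists, and 23 did against unmatched lists. Single genes named beside these counts were chosen after their values were seen.

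A hypothesis was that predicted points after TEX lie at poly(A) signals. A hexamer AATAAA or ATTAAA stood within 100 nt of 22.9% of the TEX points of 4401 genes and of 20.5% of random points in the same 3′-UTRs, a ratio of 1.12 (95% interval 1.06 to 1.18). This lies under the 1.2 set in advance for it and above the bound set against it, so cleavage at poly(A) sites cannot be told apart from its absence by this test. In HEK-293 cells 24.7% of the points and 22.0% of random points had a signal. A second hypothesis was of coverage steps at poly(A) sites used in any library. The miR-92a points had a ratio of 0.795, under the bound set in advance against it. Random points were spread evenly over the 3′-UTR and were not matched on distance from the stop codon. Predicted points lay nearer to it: 56.9% within 500 nt after TEX against 31.1% of random points. A ratio under or over 1 may thus come from position, and this test decides neither hypothesis. The ratio to random points was 0.990 after CAP IP and 0.869 after 3′-PD.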
